# Tup1 is critical for transcriptional repression in Quiescence in *S*. *cerevisiae*

**DOI:** 10.1371/journal.pgen.1010559

**Published:** 2022-12-21

**Authors:** Thomas B. Bailey, Phaedra A. Whitty, Eric U. Selker, Jeffrey. N. McKnight, Laura E. McKnight

## Abstract

Upon glucose starvation, *S*. *cerevisiae* shows a dramatic alteration in transcription, resulting in wide-scale repression of most genes and activation of some others. This coincides with an arrest of cellular proliferation. A subset of such cells enters quiescence, a reversible non-dividing state. Here, we demonstrate that the conserved transcriptional corepressor Tup1 is critical for transcriptional repression after glucose depletion. We show that Tup1-Ssn6 binds new targets upon glucose depletion, where it remains as the cells enter the G0 phase of the cell cycle. In addition, we show that Tup1 represses a variety of glucose metabolism and transport genes. We explored how Tup1 mediated repression is accomplished and demonstrated that Tup1 coordinates with the Rpd3L complex to deacetylate H3K23. We found that Tup1 coordinates with Isw2 to affect nucleosome positions at glucose transporter HXT family genes during G0. Finally, microscopy revealed that a quarter of cells with a Tup1 deletion contain multiple DAPI puncta. Taken together, these findings demonstrate the role of Tup1 in transcriptional reprogramming in response to environmental cues leading to the quiescent state.

## Author summary

Quiescence is a very common and important state for the cells of many organisms, where cell functions ‘pause’ but can resume when the right conditions are met. Most microbes exist in a quiescent state and will start growing and dividing again in the presence of nutrients or other cues. In mammals, a quiescent state is used to maintain stem cell populations and cancer cells often evade treatment by entering quiescence. The budding yeast *Saccharomyces cerevisiae* is an excellent model for studying quiescence because we can easily isolate populations of quiescent cells. Since budding yeast share many proteins and cellular pathways with higher organisms, our findings are applicable to more complex systems, which may be relevant to maintenance of healthy cells or provide insight to treating disease states. We know that a hallmark of quiescence is reduced transcription, and we are interested in how this change occurs. We have examined how the protein Tup1 causes changes in gene expression in cellular quiescence. We also looked at how Tup1-dependent changes depend on other chromatin interacting factors, such as the histone deacetylase Rpd3, the transcription factor Xbp1, or the chromatin remodeling protein Isw2.

## Introduction

Cellular quiescence is a non-proliferative cell state that appears conserved across all life [1–3]. Quiescent cells are distinct from other non-dividing cells, such as senescent and terminally differentiated cells, in that quiescent cells can return to a proliferative state if the right conditions are met. Quiescence is necessary for the survival of unicellular organisms in environments that are unfavorable for proliferation; in fact, most microbes in nature are quiescent [4,5]. In multicellular eukaryotes, quiescence plays a critical role in various cell types including stem cells, fibroblasts, and lymphocytes [3,6,7]. The inability to properly regulate quiescence can lead to cancer; additionally, cancer stem cells can become quiescent, leading to drug resistance and the ability to initiate relapse at a later time [8]. All quiescent cells have conserved characteristics including transcriptional repression, increased cell density, translational repression, and decreased cell metabolism [9–12]. Many of the components that regulate quiescence are found throughout life and likely have conserved functions; however, some of the fundamental ways cells regulate entry, exit, and maintenance of quiescence are not fully understood [13].

*Saccharomyces cerevisiae* is a well-established model organism for studying cellular quiescence because it can reliably produce a population of quiescent cells [10,12]. Quiescence is notoriously difficult to study in multicellular organisms due to the lack of quiescence-specific biomarkers and because it is difficult to determine which cells are quiescent until they begin dividing again. *S*. *cerevisiae* can produce a large population of quiescent cells that can be isolated by density centrifugation [14]. Additionally, budding yeast is capable of surviving mutations that would be lethal in higher order organisms, allowing study of critically important factors in the process of establishing quiescence [11,12]. Because many of the fundamental components that regulate the cell cycle are conserved between budding yeast and higher eukaryotes, we suspect that many players involved in cell cycle arrest are highly conserved.

Tup1-Ssn6 is a transcriptional corepressor complex that globally regulates many cell processes in *S*. *cerevisiae* [15]. Tup1 serves mostly as a repressor, although it can also induce gene expression in some contexts depending on its phosphorylation state [16,17]. Tup1 forms a complex with Ssn6 in which 3–4 Tup1 molecules associate with each Ssn6 molecule [18]. The structure of Tup1 contains an N-terminal helix, which facilitates oligomerization and interacts with histone tails, and a beta-propeller domain composed of seven WD40 domains, which interact with other proteins such as histone deacetylases and DNA binding factors [19]. While the detailed mechanism of repression by Tup1 is unknown, some relevant information is available. Tup1 is recruited by sequence-specific transcription factors to DNA [20], where it recruits histone deacetylases (HDACs) to generate hypoacetylated regions of chromatin, typically associated with transcriptional repression [21–24]. In addition to HDAC recruitment, Tup1 interacts directly with nucleosomes by binding histone H3 and H4 tails, preferentially to hypoacetylated tails, to stabilize +1 nucleosomes that have been repositioned by Isw2 [25–28]. Tup1 also interacts directly with the Mediator complex through its subunit Hrs1, potentially inhibiting it from transcribing into gene bodies [29]. Lastly, Tup1 is thought to influence transcription by blocking the recruitment of activating factors to chromatin [30,31].

Homologues of Tup1-Ssn6 found in higher eukaryotes include groucho in drosophila, grg in mice, and TLE1 in humans [32]. While the beta-propeller domain is well conserved in both sequence and structure, the sequence of the N-terminus is poorly conserved; however, it appears to be structurally conserved in simulations [33,34]. Cross-species interactions have been established, where TLE family proteins can pull down yeast Ssn6 from cellular lysate, suggesting strong conservation of structure and function [35,36]. Mice and flies exhibit severe developmental phenotypes in Groucho/TLE null or hypomorphic mutations [37]. Additionally, in humans TLE1 is currently being studied as both a cancer biomarker and a potential cancer therapeutic drug target [38,39]

During quiescence in yeast, it has been observed that nucleosomes are repositioned and histone tails are deacetylated [40,41]. Tup1 plays a role in histone deacetylation and chromatin remodeling in other contexts [21,28]; however, it is unclear whether Tup1 contributes to these processes in quiescence. Tup1 has been identified as a gene that is essential for viability of cells in G0 and is implicated in glucose repression in yeast, but there is no molecular mechanism to explain its role in these processes [42–46]. Here, we demonstrate that Tup1 is essential for repressing target genes in stationary phase by interacting with Rpd3 and Isw2 to generate regions of repressed chromatin. We also show that cells lacking Tup1 display morphological defects in stationary phase, suggestive of a possible role for Tup1 in mitosis.

## Results

### Tup1 Relocalizes After Glucose Starvation

Because Tup1 is a master regulator of many processes in *S*. *cerevisiae*, we sought to investigate the consequences of glucose starvation on Tup1 localization across the genome. We performed ChIP-Seq analysis on a Myc-tagged Tup1 strain during log phase, diauxic shift, and stationary phase (**Fig 1A**). Ideally, we would work with purified quiescent cells, but due to the unusual clumping of Tup1 deletion strains (**S1 Fig**), which is not alleviated by the addition of EDTA, it is impossible to isolate pure populations of quiescent cells. We therefore performed ChIP for Tup1 in stationary phase so that direct comparisons could be made to Δtup1 strains. However, we do anticipate that the findings in stationary phase translate to quiescence because we observed that a fraction of stationary cells in Tup1 knockout strains are viable and can re-enter the cell cycle when plated on glucose rich media. Additionally, we know that Tup1 knockouts have reduced viability in G0, indicating that Tup1 plays a critical role in quiescence.

**Fig 1:**
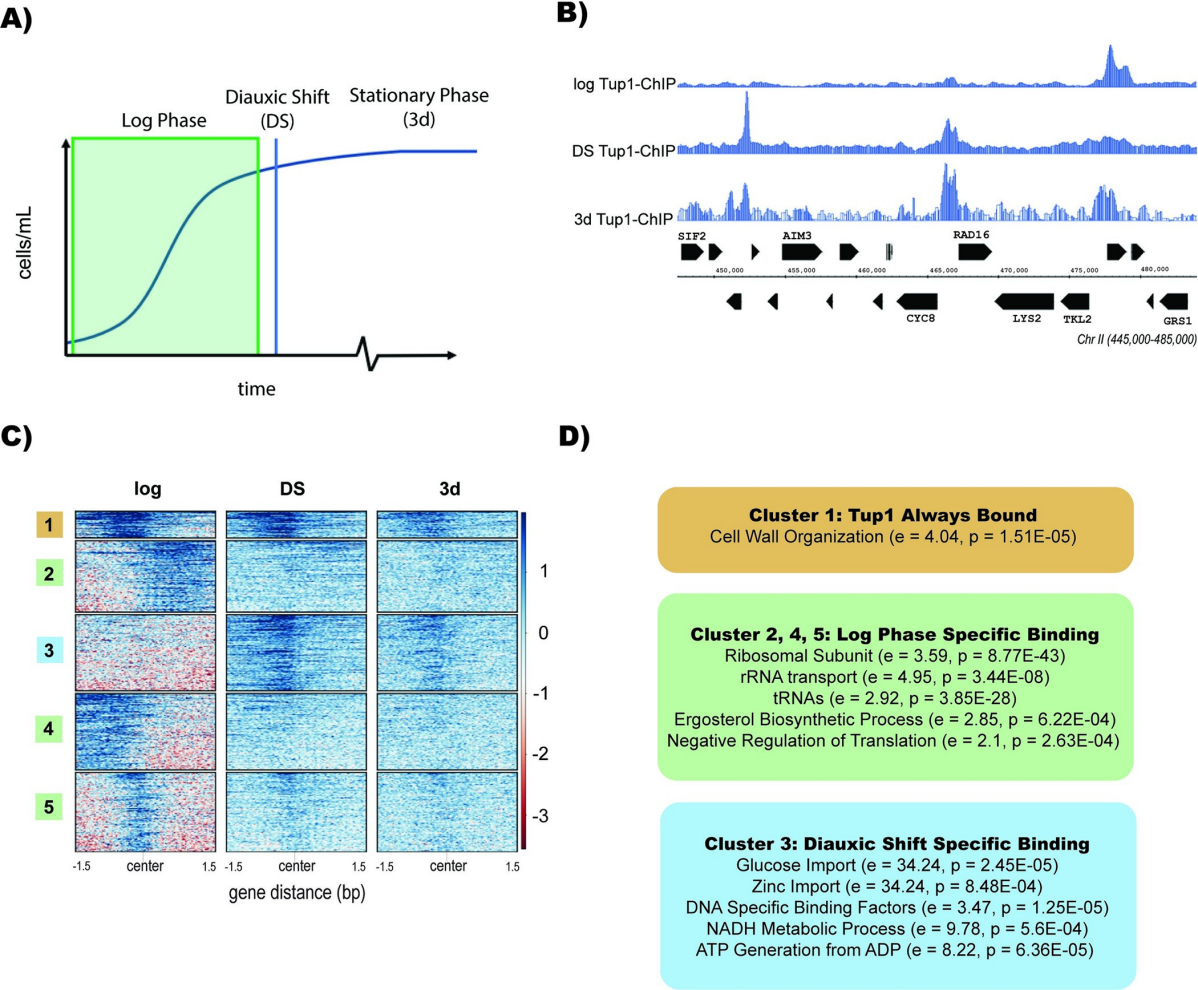
Tup1 Relocalizes After Glucose Starvation. (A) Illustration of a yeast growth curve indicating diauxic shift (DS) and stationary phase (3d). (B) Integrated Genome Browser (IGB) tracks representative of Tup1-myc ChIP-Seq during log phase, diauxic shift, and stationary phase. Data are normalized to RPKM. (C) ChIP-Seq heatmap of Tup1 binding during log phase, diauxic shift, and stationary phase. Heatmap was clustered using deeptools and sorted by binding intensity. (D) Gene ontology analysis from GOrilla of Tup1 binding locations with relative enrichment (e) and p-value (p) indicated for each term.

In log phase, we observed Tup1 binding to the promoters of roughly 923 genes, including genes for ribosomal protein subunits, tRNAs, and cell wall organization (**Fig 1B and 1C**). During diauxic shift, we observed Tup1 at 174 new targets across the genome, where it persisted into stationary phase. Gene ontology analysis revealed that during diauxic shift, Tup1 binds to the promoters of sugar transmembrane transporters, carbohydrate kinases, ATP from ADP factors, zinc transporters, and DNA binding transcription factors (**Fig 1D**). Motif analysis revealed significant enrichment for binding motifs of 78 transcription factors, including Mig1, which is known to recruit Tup1 to sites of repression (**S1 Table**) [43, 47, 48].

### Tup1 both activates and represses key targets for Quiescence initiation

Next, we sought to understand how Tup1 binding correlates with transcriptional changes upon glucose repression. 

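RNA from wild type and Δtup1 yeast was sequenced at diauxic shift, 2 hours after glucose was no longer detectable, and at stationary phase, after 3 days of growth. Each group held 2 biological replicates, called libraries A and B here. The authors aligned the paired reads to the genome with bowtie2, compared each deletion with wild type in DESeq2, and deposited a table of the results for each comparison. Beside those results, the table gives the count of every gene in each library divided by the DESeq2 size factor of that library. The values of a library are whole multiples of a single step, so the reads on each gene could be recovered. At diauxic shift, wild type had 32558227 reads on genes in library A and 29836077 in library B, and Δtup1 had 29612721 and 31029770. The depth was less even at stationary phase, with 28421881 and 4424289 reads in wild type and 14251208 and 3653591 in Δtup1. Both wild type libraries of a phase are shared by the comparisons of all the deletions. Genes with too few reads were left out with filterByExpr of edgeR, which kept 6295 of the 6850 listed genes at diauxic shift and 6035 of 6805 at stationary phase. Deletion and wild type were then compared with limma on the log2 of the normalized count plus 1. A gene counted as differentially expressed at an adjusted p-value (Benjamini-Hochberg) under 0.05 and a change of at least 1.5-fold. The values of 0.05 and 1.5-fold follow the lines drawn in the volcano plots of Fig 2A, as the paper's text names no thresholds. Those plots label their axis as the p-value, and the adjustment for the number of genes was chosen here. A gene that was higher in the deletion is one the paper calls repressed by the deleted factor. Gene positions are those of the R64 (sacCer3) assembly, and intervals on shares are 95% Wilson intervals, which cover counting error only.

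**Figure D1:**
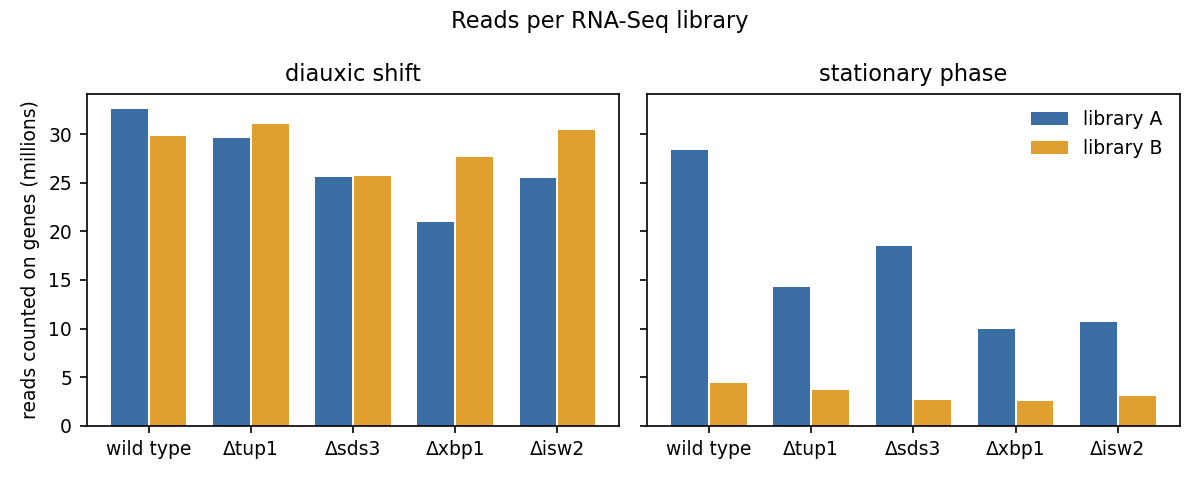
Reads on genes (y axis) for each strain (x axis) at diauxic shift and at stationary phase, with a bar for library A and one for library B. The bars at diauxic shift lie between 20963633 and 32558227 reads, and at stationary phase library B of every strain has between 2543155 and 4424289 reads, fewer than its library A.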

We performed differential expression analysis on RNA-Seq datasets, comparing transcription between wild type and Tup1 knockout strains during diauxic shift and stationary phase (**Fig 2A**). We were able to detect differential expression of 2102 genes in diauxic shift and 2999 genes during stationary phase in the Tup1 deletion, suggestive of Tup1’s role in altering transcriptional programming during glucose exhaustion. 

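Between Δtup1 and wild type, 1264 of the tested genes were differentially expressed at diauxic shift and 2999 at stationary phase (limma with Benjamini-Hochberg adjustment). Without adjustment for the number of genes tested, the counts were 2100 and 3148. The change had the same sign in both pairs of replicates for 1263 of the genes called at diauxic shift and for all of those called at stationary phase. Genes on which the libraries disagree are seldom called, so this is not a separate test of the calls. Testing each gene against a 1.5-fold change in place of no change moved the counts most, to 419 and 1337. Reads on TUP1 itself (YCR084C, chromosome III from 260311 to 262452) fell from 7535 and 6733 in wild type to 8 and 7 in Δtup1 at diauxic shift. At stationary phase, where the Δtup1 libraries had at most 3 reads on the gene, its level was at least 183-fold lower than in wild type. From the number of differentially expressed genes, the paper proposes that Tup1 has a role in altering the transcriptional program as glucose runs out.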

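At diauxic shift, 869 genes were higher in Δtup1 and 395 were lower. The higher genes made up 68.8% of those called (95% interval from 66.1% to 71.2%), and 771 of them had risen at least 2-fold. Without adjustment of the p-values, 1264 genes were higher and 836 lower. The largest rise was that of DAN1 (YJR150C, chromosome X from 708811 to 709707), from 7.80 ± 5.35 normalized counts (SD, n = 2) in wild type to 13157 ± 2812 in Δtup1. Its log2 fold change was 10.68 (standard error 0.38, adjusted p = 3.5e-15, limma with Benjamini-Hochberg adjustment). BSC1 (YDL037C, chromosome IV from 384601 to 385587) rose by 9.43, although 17.0% of its 37-base stretches also occur elsewhere in the genome. Apart from TUP1, the largest falls were those of CIT3 (YPR001W, chromosome XVI from 556377 to 557837), with a log2 fold change of -4.51 (adjusted p = 3.3e-10, limma with Benjamini-Hochberg adjustment), and PDH1 (YPR002W, chromosome XVI from 558385 to 559935), with -3.27 (adjusted p = 2.8e-07 in the same test).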

Of the genes that were significantly differentially expressed in diauxic shift, nearly 60% had a 2-fold increase in expression, while the remaining 40% showed significant reduction in expression (**Fig 2A**). During stationary phase, only slightly more genes showed increased expression than showed decreased expression (approximately 52% versus 48%). 

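The called genes at stationary phase divided into 1550 that were higher in Δtup1 (51.7%, 95% interval from 49.9% to 53.5%) and 1449 that were lower. A rise of at least 2-fold was seen in 1008 of the higher genes. RCK1 (YGL158W, chromosome VII from 207033 to 208571) rose most, from 30.1 ± 7.93 normalized counts (SD, n = 2) to 9647 ± 3546, a log2 fold change of 8.25 (standard error 0.28, adjusted p = 1.2e-08, limma with Benjamini-Hochberg adjustment). INA1 (YLR413W, chromosome XII from 951156 to 953183) followed with a log2 fold change of 7.91 (adjusted p = 5.0e-09, same test). The deepest falls besides TUP1 were in RTT107 (YHR154W, chromosome VIII from 402966 to 406178), with -4.81, and in a leucine tRNA gene that the table lists as tL(CAA)L and the gene annotation does not place, with -4.64.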

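Over the 6029 genes tested in both phases, 593 were higher in Δtup1 at diauxic shift and at stationary phase, which is 70.4% of the 842 higher at diauxic shift (95% interval from 67.3% to 73.4%). By chance, 216 would be shared (one-sided exact hypergeometric test, p = 1.4e-195, not adjusted over the 10 overlaps tested). The phases have separate wild type libraries. Simulated experiments in which the changes were shuffled over genes gave between 123 and 162 shared genes in 50 draws. Their medians of higher genes were 699.5 at diauxic shift and 1360.5 at stationary phase, against 842 and 1549 observed. The overlaps are thus not at equal numbers. Across genes, which are not independent replicates, the log2 fold changes of the phases had a Pearson correlation of 0.684. A further 27 genes were called in opposite directions in the phases. With unadjusted p-values, 780 genes were higher in both.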

Among genes that are repressed by Tup1, 787 were repressed in both diauxic shift and stationary phase (**Fig 2B**).

**Fig 2:**
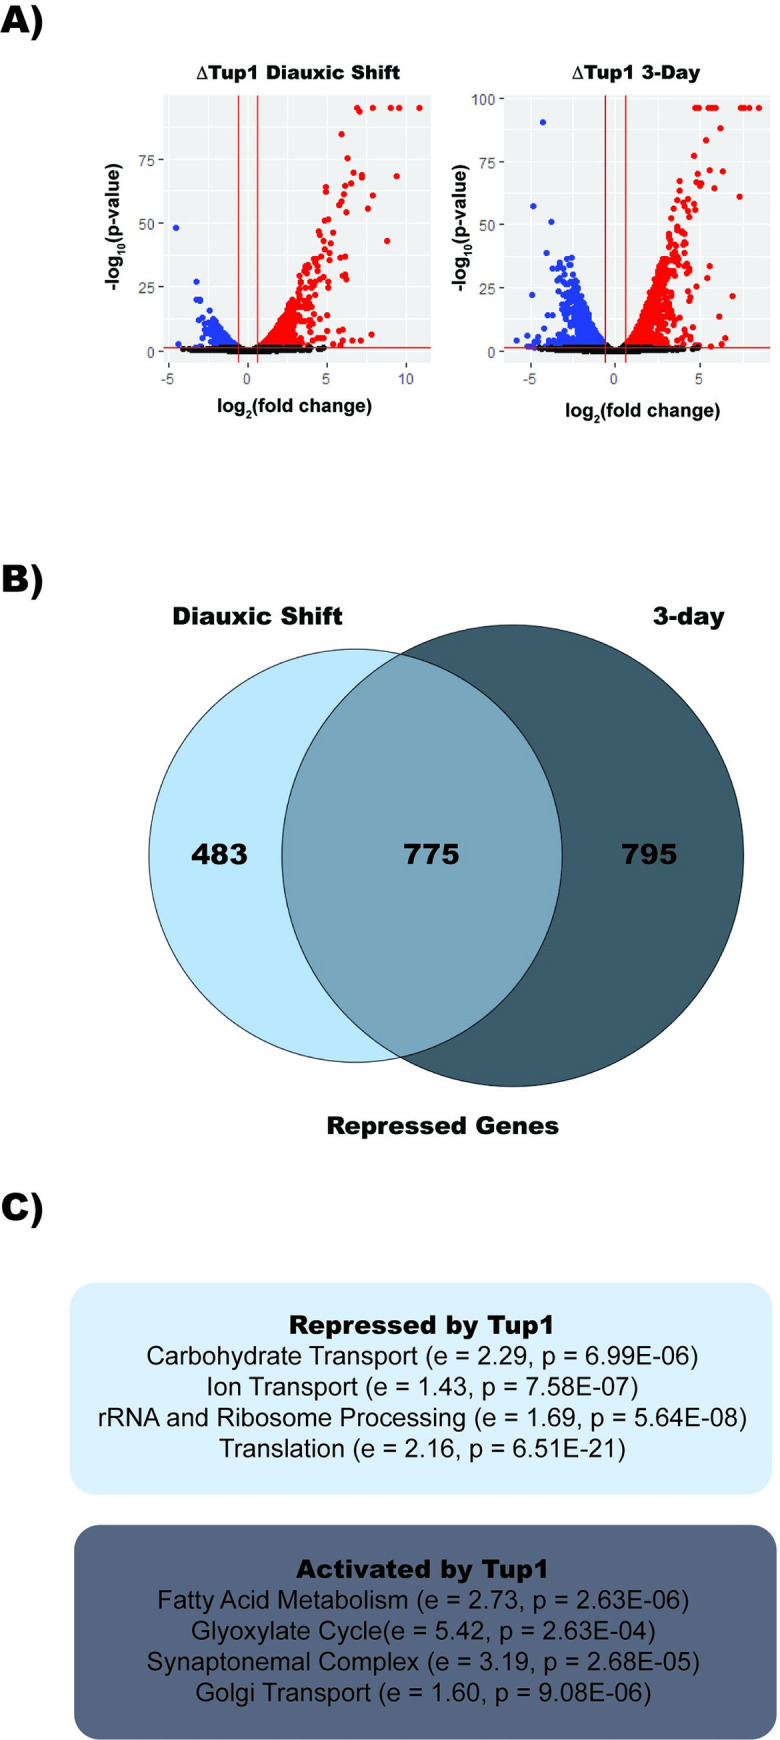
Tup1 Activates and Represses Key Targets for Quiescence Initiation. (A) Volcano plots of RNA-Seq differential expression data comparing a Tup1 deletion to wild type. Expression changes are based on two biological replicates. (B) Venn diagram comparing genes that are repressed by Tup1 in diauxic shift to those repressed in stationary phase. (C) Gene ontology analysis from GOrilla of transcripts affected by Tup1 in both diauxic shift and stationary phase with relative enrichment (e) and p-value (p) indicated for each term.

A previous screen for genes required for quiescence in yeast found 137 deletion mutants that were unable to form a quiescent cell population [49]. In our experiments, Tup1 was found to regulate expression of 57% of these genes, indicating that Tup1 plays a key role in transcriptional reprogramming during quiescence. 

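Genes for carbohydrate transport were followed with a fixed list of 27 transporters, all of which were tested at diauxic shift. In Δtup1, 19 of them were higher and 1 was lower, and the same numbers held when p-values were adjusted over the list alone. This is 70.4% of the list, against 13.6% of the other tested genes (two-sided Fisher exact test, adjusted p = 2.1e-09 with Benjamini-Hochberg adjustment over 368 tests of 23 lists). The median log2 fold change of the list was 1.66, and between 1.45 and 1.86 with each library left out in turn. Of the 16 genes of the HXT family within it, 12 were higher and 1 was lower, with a median of 3.09 (adjusted p = 1.9e-06, same Fisher test). Over all the lists and comparisons, 34 of the tests had an adjusted p-value under 0.05. A test of each gene against a 1.5-fold change lowered this number to 22. In a test of another form, a comparison of each list's median with random lists of similar expression, 52 of 184 medians passed. No list stood for carbohydrate metabolism.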

Gene ontology analysis revealed that during diauxic shift, Tup1 represses genes associated with transmembrane transport and metabolism of carbohydrates (**Fig 2C**). We also observed Tup1 repressing genes implicated in transportation of amino acids, metal ions (Zn^2+^, Mg^2+^, Cu^2+^, and Fe^2+^), vitamins, and fatty acids. 

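Among 19 amino acid permeases, 6 were higher in Δtup1 at diauxic shift and 0 lower (9 higher and 1 lower at an unadjusted p under 0.05), and the count was also 6 when adjusted over the list alone. Their median log2 fold change was 0.58, but 0.37 without library A of Δtup1 and 0.38 without library A of wild type. The 26 metal ion transporters included 10 that were higher and 0 lower (15 and 0 unadjusted, and 12 higher when adjusted over the list alone), with a median of 0.75. Vitamin transporters numbered 7, of which 4 were higher (5 higher and 1 lower adjusted over the list alone), with a median of 1.06. For fatty acid uptake and transport, 3 of 6 genes were higher and 1 was lower, also when adjusted over the list alone, with a median of 0.79. Only the metal ion transporters were enriched among the higher genes (two-sided Fisher exact test, adjusted p = 0.0185). The adjusted p-values of the other lists were 0.233 for amino acid permeases, 0.0842 for vitamin transporters and 0.233 for fatty acid uptake.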

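The 15 genes of fatty acid beta-oxidation were all lower in Δtup1 than in wild type at diauxic shift, and 8 of them were called (11 when adjusted over the list alone, two-sided Fisher exact test for lower genes, adjusted p = 2.6e-05). Their median log2 fold change was -1.08. It was -0.62 without library B of wild type and between -1.38 and -1.04 without any other library. At stationary phase, 8 of the genes were lower as well, with a median of -0.79, and this share was not enriched over the other genes (adjusted p = 0.11 in the same test).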

While transportation of fatty acids appears repressed, metabolism of fatty acids appears to be activated by Tup1. In addition to repressing transportation of many components, Tup1 apparently stalls translation by repressing expression of ribosomal protein subunits, ribosome biogenesis genes, and tRNA ligases. 

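At diauxic shift, 39 of the 137 ribosomal protein genes were higher in Δtup1 and 0 were lower (64 and 0 at an unadjusted p under 0.05, and 41 higher when adjusted over the list alone). The higher genes were more frequent than elsewhere (two-sided Fisher exact test, adjusted p = 1.5e-04). The median log2 fold change of the list was 0.66, but the replicates differed, with 1.28 between the A libraries and 0.04 between the B libraries. Without library A of wild type the median was 0.30, and without library A of Δtup1 it was 0.35. Many of these genes are near-identical copies, and 40 of them have no 37-base stretch found elsewhere. Ribosome biogenesis genes had a median of 0.35, and 0.19 without library B of wild type. Of these 100 genes, 16 were higher and 0 lower (27 and 1 unadjusted, and 13 higher when adjusted over the list alone). That share of higher genes was not enriched (adjusted p = 1, same Fisher test), and the share of lower genes was smaller than elsewhere (adjusted p = 0.0299). For the 18 cytosolic tRNA ligases the median was 0.41, and 0.18 without library A of Δtup1. Among them 2 were higher over all genes tested and 0 when adjusted over the list alone, against 6 at an unadjusted p under 0.05.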

During stationary phase, Tup1 represses many of the same genes found in diauxic shift, and also represses additional gene sets including rRNAs and DNA transcription factors associated with gene activation.

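At stationary phase, 19 of 26 tested carbohydrate transporters were higher in Δtup1 and 3 were lower (the same numbers when adjusted over the list alone), with a median log2 fold change of 1.19 (two-sided Fisher exact test for higher genes, adjusted p = 1.6e-05). Amino acid permeases were higher in 16 of 19 cases and lower in 0, both over all genes and adjusted over the list alone (16 and 0 unadjusted). Their median was 1.08 (adjusted p = 5.3e-06, same test). The difference between the phases for this list had a median of 0.73 (permutation over random lists of similar expression, adjusted p = 0.0066). It was also above 0 in Δsds3 (0.94), Δxbp1 (0.69) and Δisw2 (0.24), with adjusted p = 0.0023, 0.0023 and 0.0057 in the same test. All deletions share the wild type libraries of a phase, so the difference is not shown to be particular to Δtup1. Ribosome biogenesis genes were higher in 49 of 100 cases (51 when adjusted over the list alone), with a median of 0.69 and an adjusted p of 1.8e-05. Ribosomal protein genes went the other way, with 10 higher and 46 lower of 137 (10 and 45 when adjusted over the list alone), and a median of -0.35 that was -0.16 without library A of wild type and -0.19 without library B of Δtup1. The tRNA ligases were higher in 7 of 18 cases (7 also adjusted over the list alone), and their median was 0.32. It was 0.01 without library A of Δtup1, 0.59 without its library B, 0.50 without library A of wild type and 0.13 without library B of wild type. Metal ion transporters had 12 higher and 1 lower of 26 (the same adjusted over the list alone), with a median of 0.55. Vitamin transporters had 3 higher of 7 (3 adjusted over the list alone) and a median of 0.66, which was 0.35 without library A of Δtup1. In fatty acid uptake 3 of 6 genes were higher (3 adjusted over the list alone), with a median of 0.61. The libraries were made from poly-A RNA, and no list of ribosomal RNAs was tested.

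**Figure D2:**
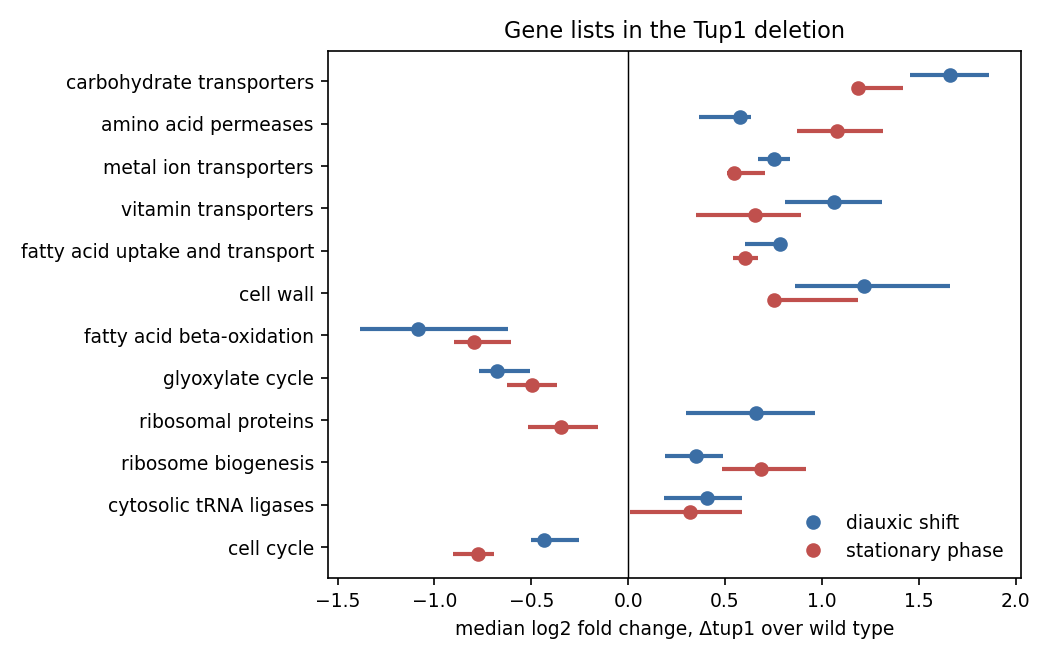
Median log2 fold change of Δtup1 over wild type (x axis) for each gene list (y axis) at diauxic shift (blue) and stationary phase (red), with a bar from the lowest to the highest median when each library is left out in turn. The median of the ribosomal proteins is above 0 at diauxic shift and below 0 at stationary phase, while that of each other list lies on the same side of 0 in both phases.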

By comparing the results from RNA-Seq and ChIP-Seq, we found that Tup1 occupancy does not correlate solely with repression or activation of genes. For example, out of the 981 genes Tup1 releases from in DS, 35% have higher levels of expression in the Tup1 deletion and 25% have lower levels, while 40% are not significantly affected. Perhaps Tup1 release frees up binding for additional factors, which may be repressive or may induce transcription. Of the 176 genes where we detect Tup1 binding during DS, we find that 131 are differentially expressed. Most (60%) are repressed by Tup1 and less than 15% are activated, demonstrating that Tup1 recruitment to a site during diauxic shift is usually indicative of repression. Because the number of sites bound by Tup1 in the ChIP dataset does not match the number of repressed genes, it is likely that we are not detecting all Tup1 binding that occurs during diauxic shift; however, we do not believe that the inability to detect all instances of Tup1 binding fully accounts for this difference. We observed that Tup1 binds to and represses many DNA binding transcription factors including Hap1, Nrg1, and Mig1 (**S1 Table**) and downstream effects of the repression of these transcription factors may account for why there are more repressed targets in the RNA-Seq dataset compared to the ChIP-Seq dataset.

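Of the 3 genes for these transcription factors, 1 was higher in Δtup1 at diauxic shift and 3 at stationary phase, also when adjusted over the list alone. NRG1 (YDR043C, chromosome IV from 542674 to 543369) was the one called in both phases. It rose from 3458 ± 391 to 9363 ± 1746 normalized counts (SD, n = 2) at diauxic shift, a log2 fold change of 1.43 (standard error 0.31, adjusted p = 0.0023, limma with Benjamini-Hochberg adjustment; adjusted p from 4.1e-05 to 0.0853 over the alternatives). At stationary phase its log2 fold change was 2.69 (adjusted p = 2.8e-06, same test), and the difference of 1.26 between the phases had an adjusted p of 0.038 in limma's interaction term. HAP1 (YLR256W, chromosome XII from 646415 to 650923) had a log2 fold change of 0.27 at diauxic shift (adjusted p = 0.583, same test) and of 1.06 at stationary phase (adjusted p = 0.0013, and from 5.2e-06 to 0.0777 over the alternatives). For MIG1 (YGL035C, chromosome VII from 431548 to 433062) the values were 0.18 (adjusted p = 0.745) and 0.92 (adjusted p = 0.0041, and from 1.9e-04 to 0.215 over the alternatives). In the ranges of NRG1, HAP1 and MIG1 the highest value came from the test against a 1.5-fold change, not from a test of no change. At diauxic shift the change of MIG1 was -0.23 or 0.59, depending on which replicate of Δtup1 was left out, so its direction rests on single libraries. The difference between the phases was not past the threshold for HAP1 (adjusted p = 0.132) or MIG1 (adjusted p = 0.246).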

### Sds3 and Xbp1 repress targets in common with Tup1

Tup1 recruits the Rpd3L complex to sites of repression through DNA-bound transcription factors [20,21,23,48]. We know that histone deacetylation during quiescence is largely Rpd3L-dependent and that Tup1 interacts with Rpd3L [40]. To explore this connection further, we first compared our Tup1 ChIP data to an existing Rpd3 ChIP dataset in quiescent cells (**S2A Fig**) [40]. We found substantial overlap in Rpd3 and Tup1 peaks, indicating that they localize to similar targets, if not interact directly. Comparing sites of Tup1 binding in 3-day cultures to Rpd3 binding sites in purified quiescent cells [40], we find that 160 of the 193 Tup1 peaks, or 94%, overlap with those of Rpd3. We also performed ChIP-Seq for the stress response factor Xbp1, which is required to recruit Rpd3 at Xbp1 motifs, and compared these data to Tup1 ChIP and found that Xbp1 and Tup1 also share binding sites (**S2B Fig**).

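Libraries of Δsds3 yeast were made in duplicate at each phase and compared with the wild type libraries already described, from the authors' tables for this deletion. At diauxic shift they held 25628224 and 25659088 reads on genes in libraries A and B, and at stationary phase 18530338 and 2633585. The limma comparison was run as for Δtup1, over 6340 of 6876 listed genes at diauxic shift and 6211 of 6849 at stationary phase. The Δsds3 libraries at diauxic shift were far apart, with 2278 of 6179 genes (36.9%) differing at least 2-fold between replicates, against 3.67% to 6.72% in the other strains at that phase. This spread limits what the comparison can detect. In data simulated with the dispersion of each table, 200 genes with a wild type mean of at least 50 normalized counts were changed at least 2-fold. Of these, limma called 43.5% in this comparison and between 77% and 98.5% in the others. Smaller changes, genes with fewer counts and differences shared between groups were not simulated, so these shares need not hold for the data. SDS3 (YIL084C, chromosome IX from 202276 to 203259) had 0 reads in both Δsds3 libraries at diauxic shift, a level at least 202-fold lower than in wild type, and was at least 38.4-fold lower at stationary phase.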

To elucidate the relationship between Tup1 and Rpd3 in quiescence, we knocked out Sds3, an Rpd3L-specific subunit required for deacetylation, and compared RNA-Seq datasets to that of the Tup1 knockout (**Fig 3A**). Upon deletion of Sds3 we observed that 1680 genes are differentially expressed in diauxic shift (57% repressed by Sds3 and 43% activated) and 3212 are differentially expressed during stationary phase (52% were repressed by Sds3 and 48% were activated). 

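In Δsds3, 177 genes were differentially expressed at diauxic shift, 123 higher and 54 lower (69.5% higher, 95% interval from 62.4% to 75.8%). At an unadjusted p under 0.05 there were 1487, of which 807 were higher. A fit of all the groups of the phase together, in which their spread is pooled, called 1527 genes, and adjusted p-values under 0.01 left 2, the largest moves among the alternatives. At stationary phase, 3294 genes were called (limma with Benjamini-Hochberg adjustment), 1714 higher and 1580 lower (52.0% higher, 95% interval from 50.3% to 53.7%). The largest rise at diauxic shift was in MEI5 (YPL121C, chromosome XVI from 320962 to 321630), from 8.47 ± 7.39 to 491 ± 113 normalized counts (SD, n = 2), a log2 fold change of 5.94 (adjusted p = 0.0198, same test). It was followed by ANB1 (YJR047C, chromosome X from 524908 to 525381) with 5.18 and YPL152W-A (chromosome XVI from 264602 to 264700) with 5.06. Besides SDS3, AQY1 (YPR192W, chromosome XVI from 921860 to 922777) fell most, with a log2 fold change of -6.03 (adjusted p = 0.0026), and then SPS100 (YHR139C, chromosome VIII from 378219 to 379199, overlapped by the transcript SUT169) with -5.33. At stationary phase the largest rises were in TRM11 (YOL124C, chromosome XV from 85456 to 86757) with 4.34, SAE3 (YHR079C-A, chromosome VIII from 262192 to 262553) with 4.17 and YEL067C (chromosome V from 26189 to 26776, overlapping HPA3) with 4.09. SIP18 (YMR175W, chromosome XIII from 611016 to 611255) fell by 6.00 and GRE1 (YPL223C, chromosome XVI from 128632 to 129138) by 5.95 on the log2 scale.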

734 genes that were upregulated upon Sds3 deletion in diauxic shift were also found to be upregulated during the stationary phase. 

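Of the 121 genes that were higher in Δsds3 at diauxic shift and tested in both phases, 117 were also higher at stationary phase (96.7%, 95% interval from 91.8% to 98.7%). With 1710 higher genes at stationary phase among 6179, 33.5 would be shared by chance (one-sided exact hypergeometric test, p = 7.0e-61). At unadjusted p-values, 653 genes were higher in both phases. The Pearson correlation of the log2 fold changes across genes was 0.742, and simulations with shuffled changes shared between 8 and 32 genes. Their medians of higher genes were 60 and 1523.5, against 121 and 1710 observed, so these overlaps are not at equal numbers.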

A gene ontology analysis revealed that Sds3 represses many genes in common with Tup1, including those implicated in carbohydrate transport and ribosome biogenesis. 

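Carbohydrate transporters in Δsds3 gave 1 higher and 1 lower of 25 tested at diauxic shift (2 and 1 when adjusted over the list alone), with a median log2 fold change of 0.40. At stationary phase 10 were higher and 8 lower (11 and 8 when adjusted over the list alone), and the share of higher genes was not enriched (two-sided Fisher exact test, adjusted p = 0.698). Their median of 0.44 was 0.22 without library A of wild type. Of the HXT family within the list, 1 of 14 genes was higher and 1 lower at diauxic shift (7 and 1 at an unadjusted p under 0.05, 6 and 1 when adjusted over the list alone). Its median there was 1.14, between 0.99 and 1.49 with each library left out in turn (permutation over random lists of similar expression, adjusted p = 0.0112), while the share of higher genes was not enriched (adjusted p = 0.811, same Fisher test). At stationary phase 6 of 14 were higher and 4 lower, also when adjusted over the list alone, with a median of 0.57 that was 0.25 without library A of wild type (adjusted p = 0.793, same Fisher test). Ribosome biogenesis genes at stationary phase were higher in 84 of 100 cases and lower in 4, also when adjusted over the list alone, with a median of 1.31 (adjusted p = 4.5e-30, same test). At diauxic shift 1 of these genes was called higher and 0 lower (32 and 0 at an unadjusted p under 0.05, and 11 higher when adjusted over the list alone). Their median there was 0.67, between 0.29 and 1.21 with each library left out in turn. The lower of these values was that without library A of Δsds3 and the higher that without its library B.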

Sds3 is different from Tup1 in that it represses cell cycle associated genes, which did not appear in Tup1’s gene ontology analysis.

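The cell cycle list held 35 genes, among them cyclins, MCM genes and mitotic regulators. In Δsds3 at stationary phase, 24 of these were higher and 0 lower (24 and 0 unadjusted and also when adjusted over the list alone), with a median log2 fold change of 1.19 (two-sided Fisher exact test, adjusted p = 1.6e-05). At diauxic shift 3 were higher and 0 lower (16 and 0 at an unadjusted p under 0.05, 13 and 0 when adjusted over the list alone). The median there was 0.95, and 1.43 without library B of Δsds3. In Δtup1 the same list went down: 0 genes were higher and 4 lower at diauxic shift (1 and 9 unadjusted, 0 and 2 when adjusted over the list alone), with a median of -0.43 that was -0.26 without library B of wild type.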

**Fig 3:**
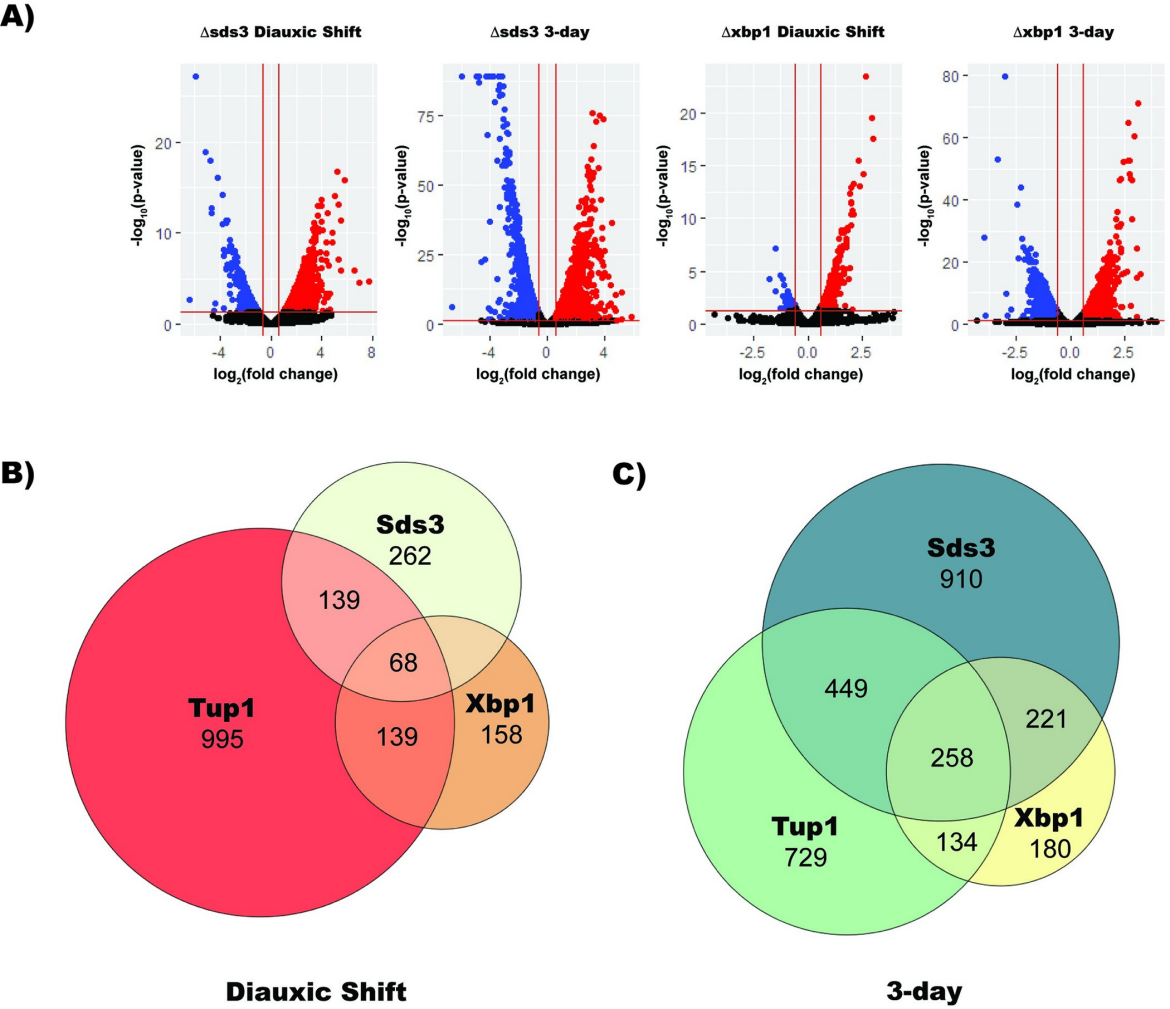
Sds3 and Xbp1 Repress Targets in Common with Tup1. (A) Volcano plots of RNA-Seq differential expression data comparing Xbp1 and Sds3 deletions to wild type in both diauxic shift and stationary phase. Expression changes are based on two biological replicates. (B) Venn diagram of transcripts repressed by Tup1, Sds3, and Xbp1 in diauxic shift. (C) Venn diagram of transcripts repressed by Tup1, Sds3, and Xbp1 in stationary phase.

When comparing the two RNA-Seq datasets we found that during diauxic shift, 37% of genes repressed by Sds3 were also repressed by Tup1 (p < 5.5e-42) (**Fig 3B**). 

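At diauxic shift, 116 of the genes higher in Δsds3 were among the 6244 tested in both deletions, and 46 of them (39.7%, 95% interval from 31.2% to 48.8%) were also higher in Δtup1. The overlap by chance would be 15.8 genes (one-sided exact hypergeometric test, p = 1.9e-12). With unadjusted p-values, 301 genes were higher in both, or 37.3% of all those higher in Δsds3 and not only of those tested in both. Only 4 genes were called in opposite directions.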

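Between the stationary phase tables, 6021 genes were tested in both deletions. Of the 1662 higher in Δsds3, 678 (40.8%, 95% interval from 38.5% to 43.2%) were also higher in Δtup1, against 425 by chance (one-sided exact hypergeometric test, p = 1.6e-59). Another 598 genes were lower in both deletions, and 408 were called in opposite directions.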

During stationary phase, Tup1 represses 41% of genes repressed by Sds3 (p < 1.6e-65). This suggests widespread collaboration between Tup1 and Rpd3L in repressing target genes upon glucose starvation.

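Because Δsds3 and Δtup1 are compared with the same wild type libraries, chance differences in those libraries also give shared changes. In simulated mutants without any change, the log2 fold changes of the deletions had a median Pearson correlation across genes of 0.298 at diauxic shift (from 0.274 to 0.334 in 50 draws), and the observed value was 0.338. At stationary phase the simulated median was 0.403 and the observed value 0.375. In mutants without change only the shared wild type can correlate, so these values do not tell its part in the observed correlations. With the changes of each deletion shuffled over genes, the median correlation was 0.109 at diauxic shift (at most 0.136) and 0.086 at stationary phase (at most 0.115). In those draws between 2 and 13 genes were shared at diauxic shift and between 343 and 398 at stationary phase, fewer than the numbers observed. Higher genes were also fewer in these simulations, so the overlaps are not at equal numbers. Their medians at diauxic shift were 62 in Δsds3 and 702.5 in Δtup1, against 116 and 851 observed. At stationary phase they were 1525.5 and 1357.5, against 1662 and 1540. From the share of genes repressed by both, the paper proposes widespread collaboration of Tup1 and Rpd3L in repression upon glucose starvation.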

The transcriptional repressor Xbp1 has been shown to recruit Rpd3L to its binding sites [40]. MACS2 [50] peak calling from our ChIP dataset on Xbp1 and Tup1 binding suggests that Tup1 and Xbp1 localize to similar genes (**S1 Fig**). We performed ChIP-Seq experiments in strains lacking Xbp1 and found loss of Xbp1 has no effect on Tup1 binding, demonstrating that Xbp1 does not directly recruit Tup1, even though they colocalize (**S2B Fig**). 

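The deposited libraries of Δxbp1 yeast come from diauxic shift and stationary phase, again in duplicate, and no log phase library of this strain is among the RNA-Seq data. Replicates A and B had 20963633 and 27625009 reads on genes at diauxic shift and 9994448 and 2543155 at stationary phase. The comparison with wild type was made as for the other deletions, over 6243 of 6845 and 5968 of 6794 listed genes. XBP1 (YIL101C, chromosome IX from 175307 to 177250) was at least 5843-fold lower in Δxbp1 at diauxic shift and at least 747-fold lower at stationary phase.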

To measure the effect of Xbp1 deletion on transcriptional silencing, we deleted Xbp1 and performed RNA-Seq experiments during diauxic shift and log phase. 

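In Δxbp1, 29 genes at diauxic shift and 1424 at stationary phase passed both thresholds (limma with Benjamini-Hochberg adjustment). The counts at an unadjusted p under 0.05 were 387 and 1572. Leaving out the mean-variance trend in limma, or fitting all the groups of the phase together, left 1 gene at diauxic shift. In the other direction, edgeR called 35 genes there and DESeq2 139. The fit of all groups pools the spread of the Δsds3 libraries, which were at least 2-fold apart for 36.9% of genes, against 3.67% in Δxbp1. A test against a 1.5-fold change called 340 at stationary phase, the lowest count there. The largest rises at diauxic shift were those of HBN1 (YCL026C-B, chromosome III from 73405 to 73986), from 642 ± 261 to 4870.3 ± 322 normalized counts (SD, n = 2), and of SCW4 (YGR279C, chromosome VII from 1048798 to 1049958). Their log2 fold changes were 2.98 (adjusted p = 0.0208, same test, and from 7.2e-17 to 0.129 over the alternatives) and 2.97. At stationary phase, SCW4 rose by 3.15, PMU1 (YKL128C, chromosome XI from 200884 to 201771) by 3.12 and YGL072C, a gene the annotation does not place, by 3.22. YGR022C, which the annotation does not place either, had a log2 fold change of -4.05, and YCL048W-A (chromosome III from 41488 to 41727) one of -3.33.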

We observed that in an Xbp1 deletion 528 genes are differentially expressed during diauxic shift, and during stationary phase 1437 genes were differentially expressed (**Fig 3A**).

Of these genes, 86% were repressed by Xbp1, and 14% were activated. 

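At diauxic shift, 27 of the called genes were higher in Δxbp1 and 2 were lower, a share of 93.1% higher (95% interval from 78.0% to 98.1%). At an unadjusted p under 0.05, 325 were higher and 62 lower. Besides XBP1, the lower gene was GPP1 (YIL053W, chromosome IX from 255115 to 255867), with a log2 fold change of -1.50 (adjusted p = 0.0467, limma with Benjamini-Hochberg adjustment, and from 1.2e-05 to 0.437 over the alternatives). GIC2 (YDR309C, chromosome IV from 1079048 to 1080199) was the third of the largest rises, with 2.64.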

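The called genes at stationary phase fell into 737 that were higher in Δxbp1 and 687 that were lower, which is 51.8% higher (95% interval from 49.2% to 54.3%). Most ribosomal protein genes were among the lower genes. Of 137 tested, 126 were lower and 0 higher (128 and 0 at an unadjusted p under 0.05 and when adjusted over the list alone), with a median log2 fold change of -1.32 (two-sided Fisher exact test for lower genes, adjusted p = 6.0e-106). Without these genes, 56.7% of the called genes were higher.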

During stationary phase, 51% of differentially expressed genes were repressed by Xbp1 and 49% activated. A gene ontology analysis revealed that Xbp1 is responsible for repressing genes associated with carbohydrate metabolism during diauxic shift, while repressing carbohydrate transport and cell cycle genes during stationary phase. 

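No list stood for carbohydrate metabolism in Δxbp1, and of the 24 carbohydrate transporters tested at diauxic shift 0 were higher and 0 lower (0 and 1 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone). At stationary phase, 7 of 25 transporters were higher and 1 was lower, also when adjusted over the list alone. That share was not enriched over the other genes (two-sided Fisher exact test, adjusted p = 0.192). The median log2 fold change was 0.22. It was 0.09 without library A of wild type, 0.44 without library B of wild type and 0.36 without library A of Δxbp1. Of 34 cell cycle genes at stationary phase, 6 were higher and 1 lower in Δxbp1, again with the same numbers when adjusted over the list alone. Their median was 0.13, or 0.06 without library A of Δxbp1, and the share of higher genes was not enriched (adjusted p = 0.934, same test).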

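Between Δxbp1 and Δtup1, 19 of 27 higher genes at diauxic shift were shared (70.4%, 95% interval from 51.5% to 84.1%), against 3.63 by chance (one-sided exact hypergeometric test over 6214 genes, p = 1.8e-11). Unadjusted p-values gave 147 shared genes, or 45.5% of those then higher in Δxbp1 and tested in both. At stationary phase the overlap was 369 of 737 (50.1%), with 187 by chance over 5945 genes (p = 2.4e-54, same exact test), and 165 genes were called in opposite directions. Simulated experiments with shared wild type libraries, in which the changes of each deletion were shuffled over genes, gave between 0 and 7 shared genes at diauxic shift and between 137 and 174 at stationary phase. These numbers include the overlap by chance. At stationary phase the simulated medians of higher genes were 628 in Δxbp1 and 1361 in Δtup1, against 737 and 1508 observed. The overlaps are thus not at equal numbers.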

Xbp1 and Tup1 repress 150 (p < 3.8e-28) shared genes during diauxic shift and 379 (p < 2.8e-60) genes during stationary phase (**Fig 3C**). 

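Genes higher in Δxbp1 were also compared with those higher in Δsds3. At diauxic shift 8 of 27 were shared (29.6%, 95% interval from 15.9% to 48.5%), with 0.486 expected by chance (one-sided exact hypergeometric test over 6221 genes, p = 1.4e-08) and 132 shared at unadjusted p-values. At stationary phase 451 were shared, which is 61.2% of the genes higher in Δxbp1, with 202 by chance over 5964 genes (p = 6.0e-95, same exact test). Shuffled changes gave at most 2 shared genes at diauxic shift and between 170 and 209 at stationary phase. Fewer genes were higher in those draws. The medians in Δsds3 were 64.5 at diauxic shift, against 112 observed, and 1526 at stationary phase, against 1636. In Δxbp1 at stationary phase the median was 630, against 737.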

Xbp1 represses 153 (p < 4.8e-45) genes in common with Sds3 during diauxic shift and 455 (p <1.3e-101) during stationary phase. 

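At stationary phase, 6 cell cycle genes were higher in both Δsds3 and Δxbp1, namely CLB4, CLN3, MCM3, MCM5, MCM6 and PCL2. In Δtup1, 18 of 34 cell cycle genes were lower and 3 were higher (CLB3, MCM4 and MCM6), with the same numbers when adjusted over the list alone. Their median log2 fold change in Δtup1 was -0.78 (two-sided Fisher exact test for lower genes, adjusted p = 0.0047). Of these genes, 9 were higher in Δsds3 and lower in Δtup1, and 1 was higher in both.

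**Figure D3:**
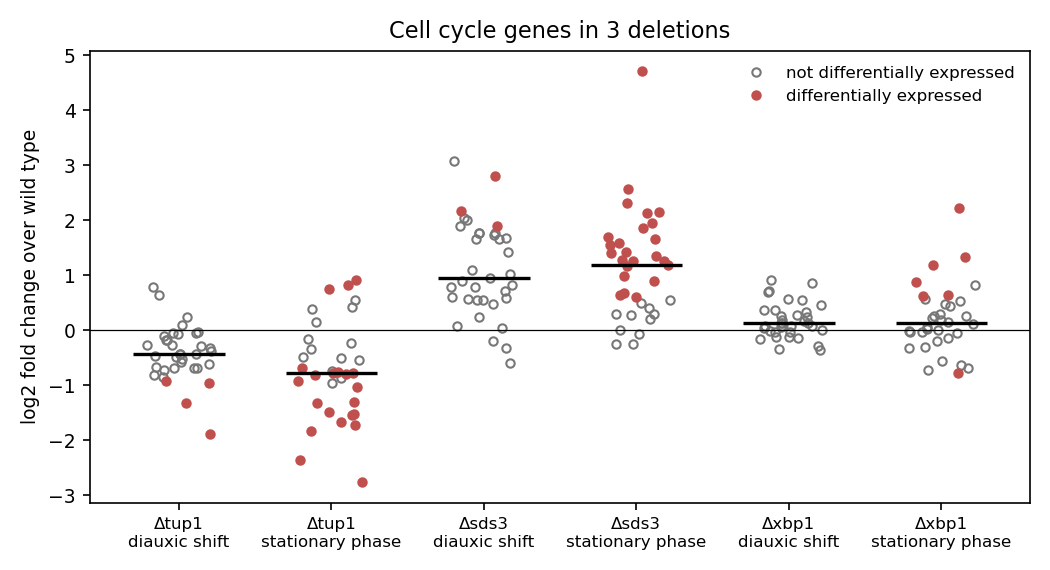
Log2 fold change over wild type (y axis) of each cell cycle gene in Δtup1, Δsds3 and Δxbp1 at both phases (x axis), with differentially expressed genes in red and a line at the median. Most genes lie below 0 in Δtup1 and above 0 in Δsds3, and the medians in Δxbp1 are close to 0.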

Xbp1 also regulates cell cycle genes along with Sds3, while Tup1 has no effect on these genes.

### Tup1, Sds3, and Xbp1 are required for H3K23 deacetylation at repressed genes

Since Tup1 facilitates H3K23 deacetylation in other contexts [15], we next wanted to see if Tup1 contributes to the H3K23 deacetylation we observe during quiescence. To determine if Tup1 is required for deacetylation, we performed H3K23ac ChIP-Seq during stationary phase where Tup1, Xbp1, or Sds3 had been deleted. More than half (535) of the genes with changes in acetylation showed differential regulation by Tup1 or Sds3 in our RNA-seq data (p < 7.97e-6). Cells with the Sds3 deletion showed global hyperacetylation in the promoter region during the stationary phase (**Fig 4A and 4B**). Additionally, Δtup1 cells also showed global hyperacetylation, though not as dramatically as with the Δsds3 strain. It was difficult to see a global effect of Xbp1 deletion on acetylation levels; however, when we filtered genes with an Xbp1 motif, it appears that deletion of Xbp1 influences acetylation levels as well, although not nearly as dramatically as with loss of Sds3 or Tup1. To determine the effect of acetylation of transcription, we took the 1000 genes with the greatest changes in acetylation levels across all three mutants and compared them to genes repressed by Tup1 or Sds3 in stationary phase (**Fig 4C**). We observed a strong relationship between genes that are deacetylated in stationary phase and genes that are repressed.

**Fig 4:**
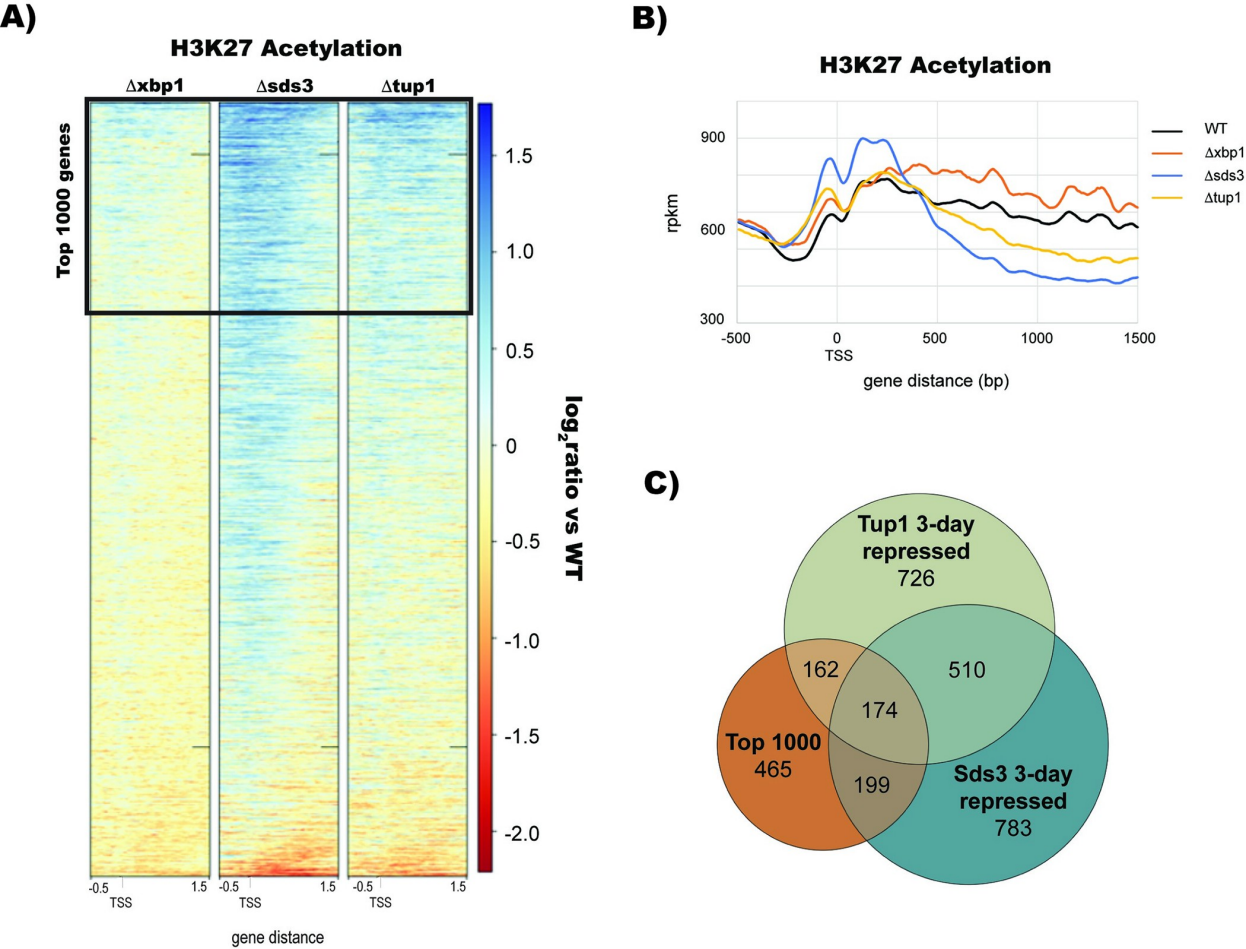
Tup1, Sds3, and Xbp1 are Required for H3K23 Deacetylation at Repressed Genes. (A) Heatmap showing the change in H3K23ac levels in deletion mutants compared to wild-type across all yeast genes. (B) H3K23ac profile levels across gene promoters, integrated across all yeast genes. (C) Venn diagram comparing the 1000 genes with the largest change in H3K23ac to genes repressed by Tup1 and Sds3 in stationary phase.

### Tup1 and Isw2 regulate nucleosome positions at HXT family genes

During quiescence, cells reposition their +1 nucleosomes, either to shrink the nucleosome depleted region (NDR) or to expand it. Shrinking of the NDR is generally regarded as repressive, because it presumably blocks recruitment of DNA transcription factors and RNA polymerase II. Expansion of the nucleosome NDR, on the other hand, presumably facilitates recruitment of RNA polymerase and is associated with active transcription. The vast majority of NDRs shrink during quiescence in yeast, while a few are expanded [41]. The chromatin remodeler Isw2 is known to interact with Tup1, and both proteins are required to position nucleosomes in some contexts [27,28,51]. Because Tup1 is involved in +1 nucleosome stabilization in other contexts, we performed MNase- Seq to determine if Tup1 affects the position of nucleosomes in stationary phase. We found that specifically, Tup1 and Isw2 are required to position nucleosomes at the HXT family of glucose transporter genes HXT1, HXT3, HXT8, HXT9, HXT11, HXT13, HXT15, and HXT16

(**Fig 5A**).

**Fig 5:**
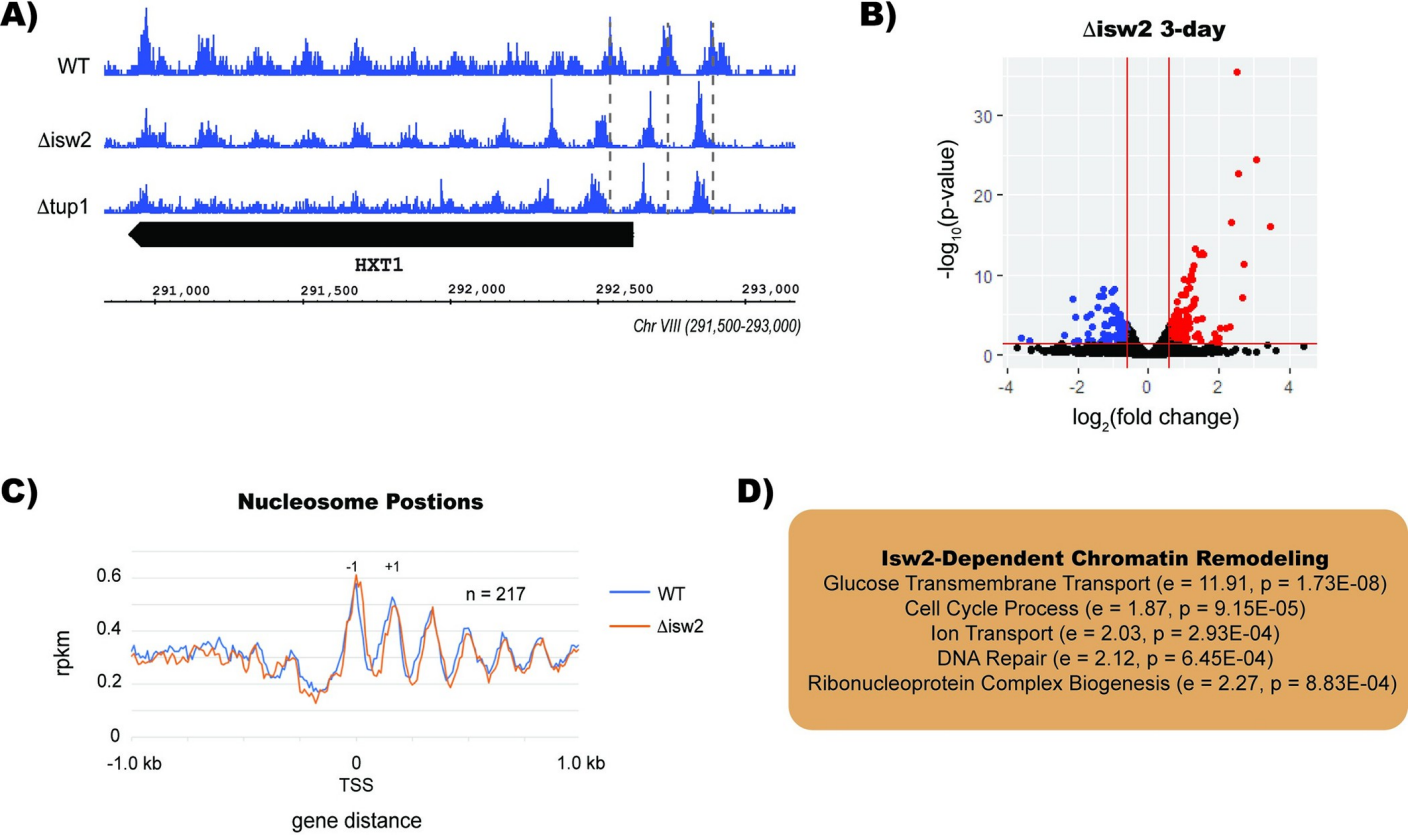
Tup1 and Isw2 Regulate Nucleosome Positions at HXT Family Genes. (A) Integrated Genome Browser (IGB) tracks of MNase-Seq in wild type, Δisw2, and Δtup1 in stationary phase. Dashed gray lines indicate wild type nucleosome positions. (B) Volcano plot of Δisw2 deletion in stationary phase demonstrating shifted nucleosomes at the HXT1 locus. (C) MNase-Seq dyad signal across 217 genes with shifted nucleosomes in Δisw2 during stationary phase. “-1” indicates the first nucleosome upstream of the TSS, while “+1” indicates the first nucleosome downstream of the TSS. (D) Gene ontology terms for genes with shifted nucleosome positions in Δisw2 yeast at stationary phase, with relative enrichment (e) and p- value (p) indicated for each term.

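RNA-Seq of Δisw2 yeast was done in duplicate at each phase, with 25508535 and 30430109 reads on genes at diauxic shift and 10647647 and 3076006 at stationary phase in libraries A and B. The tables list 6843 and 6794 genes, of which 6247 and 5953 were tested against wild type in the same way as for the other deletions. At diauxic shift, 4 genes were higher in Δisw2 and 2 lower (limma with Benjamini-Hochberg adjustment), and at stationary phase 72 were higher and 42 lower. The higher genes made up 66.7% of the called genes at diauxic shift (95% interval from 30.0% to 90.3%) and 63.2% at stationary phase (from 54.0% to 71.4%). At an unadjusted p under 0.05, 97 genes were higher and 123 lower at diauxic shift, so that most were lower, and 225 were higher and 191 lower at stationary phase. A test against a 1.5-fold change lowered the number of called genes at stationary phase to 8. A fit that pairs the A libraries and the B libraries of the groups raised the number at both phases. HOP2 (YGL033W, chromosome VII from 435625 to 436401) rose from 29.4 ± 5.65 to 512 ± 111 normalized counts (SD, n = 2) at diauxic shift, a log2 fold change of 4.07 (adjusted p = 0.0184, same test, and from 4.2e-23 to 0.247 over the alternatives), and by 3.02 at stationary phase. SAE3 rose by 4.04 and 2.94, and SPS2 (YDR522C, chromosome IV from 1483795 to 1485303) by 3.87 and 3.32. ISW2 (YOR304W, chromosome XV from 884514 to 887876) was at least 469-fold lower at diauxic shift, and had a log2 fold change of -7.62 at stationary phase. The largest falls after ISW2 were those of ALP1 (YNL270C, chromosome XIV from 135940 to 137661) with -2.78 at diauxic shift, and of ATR2 (YMR279C, chromosome XIII from 824729 to 826351) with -2.13 and YDR222W (chromosome IV from 910054 to 911301) with -2.07 at stationary phase.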

RNA-Seq data revealed that Isw2 is required to repress 106 genes during diauxic shift and 172 genes in stationary phase (**Fig 5B**). Isw2 represses many shared targets with Tup1: 33% of genes repressed by Isw2 are also repressed by Tup1 in diauxic shift, whereas almost half of the genes repressed by Isw2 in stationary phase are repressed by Tup1. In addition, we found a greater number of mispositioned nucleosomes in the Δisw2 strain, which had mispositioned nucleosomes in the -2, -1, +1, and +2 positions relative to the transcription start site (TSS) (**Fig 5C**). 

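Of the 4 genes higher in Δisw2 at diauxic shift, 0 were higher in Δtup1, with 0.537 expected by chance (one-sided exact hypergeometric test, p = 1). At an unadjusted p under 0.05 the overlap was 31 of 97 genes (32.0%). The overlap was also above 0 in the fit that pairs the A libraries and the B libraries. At diauxic shift the differences between libraries A and B had a correlation of 0.58 between wild type and Δisw2. What the replicate numbers mark is not stated, so the pairing was kept out of the main fit. At stationary phase, 31 of 71 genes higher in Δisw2 were higher in Δtup1 (43.7%, 95% interval from 32.7% to 55.2%), against 18.0 by chance over 5938 genes (p = 5.3e-04, same exact test), and 27 genes were called in opposite directions. The unadjusted overlap was 118 genes, or 52.4%. Shuffling the changes over genes in simulations with shared wild type libraries gave between 8 and 24 shared genes at stationary phase, chance overlap included. The simulated medians of higher genes were 68 in Δisw2 and 1360 in Δtup1, against 71 and 1502 observed.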

Our gene ontology analysis of the genes with mis-positioned nucleosomes in the Δisw2 deletion showed that Isw2 regulates nucleosomes in the promoters of genes involved in glucose transport, cell cycle, and DNA repair pathways in stationary phase (**Fig 5D**).

### Deletion of Tup1 or Sds3 leads to morphological defects in stationary phase

Due to the multimeric nature of the Tup1-Ssn6 complex, it has been hypothesized that Tup1 may act as a scaffold for long-distance chromatin interactions. We know that during quiescence there are large scale chromatin folding events in yeast [52]. We have biochemical evidence that Tup1 may regulate chromatin folding in vitro; however, it is unknown whether this occurs in vivo. We initially wondered if deleting Tup1 would lead to less compaction of chromatin and sought to determine if Δtup1 cells had larger nuclei using fluorescence microscopy and DAPI staining. Although we failed to detect statistically significant changes in nuclei size, we found that Δtup1 cells showed multiple DAPI puncta not observed in wild type cells (**Fig 6A and 6B**).

**Fig 6:**
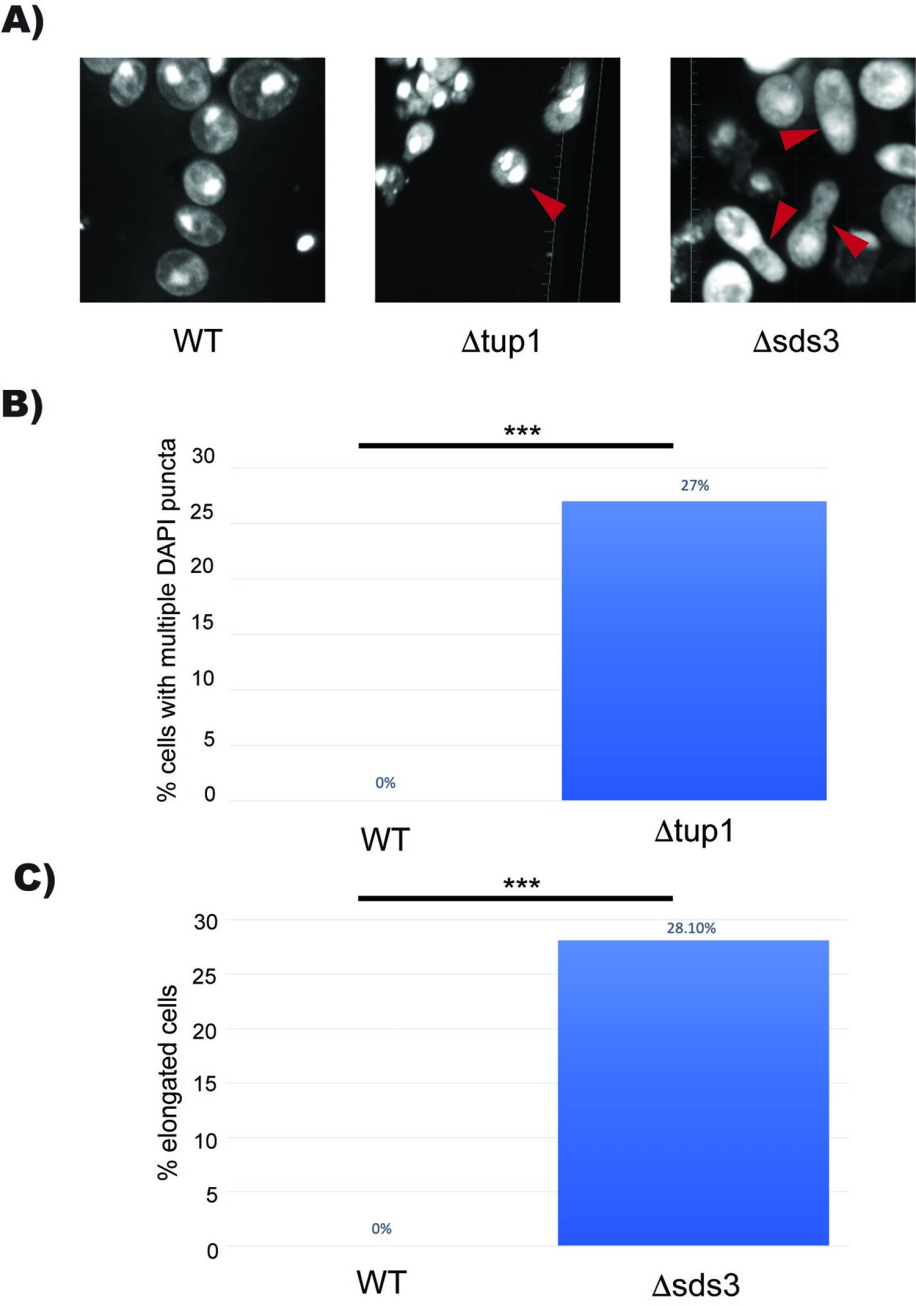
Deletion of Tup1 or Sds3 Leads to Morphology Defects in Stationary Phase. (A) Fluorescence microscopy of DAPI stained nuclei across the genome at 67x magnification in wild type, Δtup1, and Δsds3 yeast. (B) Quantification of Δtup1 cells with multiple DAPI puncta. WT n = 100, Δtup1 n = 48. (C) Quantification of peanut-shaped cells in Δsds3 yeast. WT n = 100, Δsds3 n = 64. *** p < 0.05.

Deletion of Sds3 did not cause this phenotype; however, Δsds3 cells were often misshapen, which we termed “peanut shaped cells” (**Fig 6C**). Peanut shaped cells have been observed in other mutants, particularly mutants involved in schmoo formation such as AFR1, PEA2, and SPA2 [53]. 

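AFR1 (YDR085C, chromosome IV from 614288 to 616150) had 5109.9 ± 279 normalized counts in wild type and 5629.7 ± 777 in Δsds3 at diauxic shift (SD, n = 2), a log2 fold change of 0.13 (adjusted p = 0.876, limma with Benjamini-Hochberg adjustment). Its value at stationary phase was -0.16 (adjusted p = 0.387, same test). For PEA2 (YER149C, chromosome V from 466208 to 467470) the Δsds3 libraries at diauxic shift stood at 772 and 158 normalized counts, and the log2 fold change of 0.10 (adjusted p = 0.955) went from -1.04 to 1.24 depending on which of them was left out. At stationary phase PEA2 was higher in Δsds3, from 172 ± 14.6 to 286 ± 84.6 normalized counts (SD, n = 2), with a log2 fold change of 0.70 (adjusted p = 0.0235, and from 8.1e-04 to 0.627 over the alternatives). It was 0.39, below a 1.5-fold change, without library A of Δsds3 and 1.00 without its library B. The SPA2 gene (YLL021W, chromosome XII from 100947 to 105347) was more uneven still, with 3624 and 354 normalized counts in Δsds3 at diauxic shift and a log2 fold change of -0.36 (adjusted p = 0.843). That value was -2.04 or 1.31 without library A or B of Δsds3. At stationary phase the change was 0.14 (adjusted p = 0.429).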

While Sds3 does not appear to significantly regulate the expression of these genes, Sds3 is involved in regulating the cell cycle, bud site selection, and cell wall organization. While the phenotype between Δsds3 cells and Afr1 mutant appear similar, it is likely caused by different types of misregulation. We did not observe any changes in Δisw2 yeast compared to wild type yeast. The morphological defects observed in both Δtup1 and Δsds3 yeast suggest a potential mitotic defect, leading to aberrant distribution of DNA within nuclei in Δtup1 cells and abnormal cell division in the Δsds3 mutant. While we were unable to further investigate this phenomenon, these findings may be of interest to other researchers.

## Discussion

Tup1 plays a key role in regulating large scale transcriptional responses to environmental conditions in yeast [20]. Our ChIP-Seq studies with epitope-tagged Tup1 revealed that when glucose is depleted during the diauxic shift, Tup1 releases from numerous chromatin sites where it is bound in log phase and binds at new positions that persist into the stationary phase. Tup1 binds some other sites in both log phase and during diauxic shift, typically associated with genes involved in cell wall organization. During log phase, Tup1 is bound to the promoters of ribosomal subunit proteins and tRNAs, which are actively transcribed at this stage but become repressed during diauxic shift; it seems that Tup1 is involved in both gene activation and repression. During diauxic shift, Tup1 relocalizes to genes associated with carbohydrate metabolism and transport, as well as factors that convert ADP to ATP, zinc transporters, and DNA-binding transcription factors; Tup1 relocalization to these genes represses their expression. The sites occupied by Tup1 regardless of glucose availability all become derepressed in a Tup1 knockout strain, indicating that Tup1 represses these targets. We suspect that repression of transcription factors by Tup1 may play a role in its ability to affect transcription of more factors in addition to those directly associated with its binding sites. Additionally, because Tup1 does not directly interact with DNA, we suspect that ChIP fails to reveal every instance of Tup1 binding.

Tup1 null mutants fail to repress many of the genes required for diauxic shift and establishment of quiescence. Many of the targets that are repressed/activated by Tup1 account for characteristics of quiescent cells. For example, common hallmarks of quiescent cells are fewer ribosomes, stalled translation, cell wall reorganization, and repression of metabolism. Our RNA-Seq data indicate that Tup1 is required to repress genes associated with all of these processes, demonstrating its role in regulating the transition to quiescence. Li et. al performed a genetic screen for factors that are required for quiescence in yeast. We found that Tup1 regulates more than 56% of these factors, further demonstrating the importance of Tup1 in regulating quiescence.

Tup1 regulates metabolism by simultaneously repressing genes involved in RNA, lipid, amino acid, and carbohydrate biosynthetic processes and activating the glyoxylate cycle and fatty acid metabolism. 

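The list for the glyoxylate cycle held 7 genes. At diauxic shift, 3 of them were lower in Δtup1 and 0 were higher (3 and 0 at an unadjusted p under 0.05 and when adjusted over the list alone), with a median log2 fold change of -0.68 (two-sided Fisher exact test for lower genes, adjusted p = 0.0706). At stationary phase 3 were lower and 1 was higher, the same as when adjusted over the list alone, with a median of -0.49.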

Transmembrane transporters of amino acids, carbohydrates, fatty acids, and metals (specifically magnesium, zinc, copper, and iron) are repressed by Tup1. 

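The list of aquaporins held 4 genes, AQY1, AQY2, AQY3 and FPS1, of which 2 were higher in Δtup1 at diauxic shift and 3 at stationary phase, also when adjusted over the list alone. AQY3 (YFL054C, chromosome VI from 20847 to 22787) was higher in Δtup1, with 3262 ± 163 normalized counts in wild type and 40938 ± 8237 in Δtup1 at diauxic shift (SD, n = 2), a log2 fold change of 3.64 (adjusted p = 2.0e-08, limma with Benjamini-Hochberg adjustment). At stationary phase it was 3.75 (adjusted p = 2.5e-07, same test). AQY2 (YLL052C, chromosome XII from 35912 to 36361, overlapping YLL053C) rose by 2.05 at diauxic shift (adjusted p = 2.5e-05) and by 0.78 at stationary phase (adjusted p = 0.0189, and from 0.0070 to 0.514 over the alternatives), and the difference of -1.27 between the phases had an adjusted p of 0.0355 in limma's interaction term. AQY1 was not called at diauxic shift (-0.67, adjusted p = 0.153) and was lower at stationary phase (-1.39, adjusted p = 9.0e-04). The glycerol channel gene FPS1 (YLL043W, chromosome XII from 49938 to 51947) had a log2 fold change of 0.19 at diauxic shift (adjusted p = 0.707), which was -0.07 without library B of Δtup1. At stationary phase it was 1.06 (adjusted p = 0.0012, and from 1.5e-05 to 0.0750 over the alternatives). In the ranges of AQY2 and FPS1 the highest value came from the test against a 1.5-fold change.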

We also find that two of the three yeast aquaporins are repressed by Tup1. It has been observed in other organisms that transmembrane transport is related to cellular proliferation [54,55]. These findings indicate that yeast cells repress the vast majority of transmembrane transporters, which likely allows the cells to maintain a controlled intracellular environment in a context where metabolism is dramatically slowed.

The importance of the Rpd3 complex in establishing a quiescent state has been well demonstrated, and one factor that recruits Rpd3 is the transcription factor Xbp1 [40]. Xbp1 and Rpd3 share many common targets of repression with Tup1, while simultaneously having targets independent of Tup1. For example, Tup1 and Sds3 both strongly repress tRNA processing factors, ribosomal subunits, transmembrane transport, sugar catabolism, and cell wall components. 

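At diauxic shift, 6 genes were higher in Δtup1, Δsds3 and Δxbp1 alike, while 810 were higher in Δtup1 alone, 75 in Δsds3 alone and 6 in Δxbp1 alone. At stationary phase 244 genes were higher in the deletions of all these factors, 747 in Δtup1 alone, 829 in Δsds3 alone and 161 in Δxbp1 alone. The counts are over all genes called in each table. From such shared and separate targets, the paper states that Xbp1 and Rpd3 have many targets of repression in common with Tup1 and others of their own.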

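Of 26 cell wall genes, 14 were higher in Δtup1 and 0 lower at diauxic shift (15 and 1 at an unadjusted p under 0.05, 15 and 0 when adjusted over the list alone), with a median log2 fold change of 1.22 (two-sided Fisher exact test, adjusted p = 3.9e-05). At stationary phase 14 were higher and 3 lower (15 and 3 when adjusted over the list alone, adjusted p = 0.0278, same test), with a median of 0.75 that was 1.18 without library B of Δtup1. The difference between the phases had a median of -1.05 (permutation over random lists of similar expression, adjusted p = 0.0023). In Δsds3 at stationary phase, 11 cell wall genes were higher and 9 lower, also when adjusted over the list alone. Their median of 0.39 was 0.11 without library A of Δsds3 and 0.67 without library B. Ribosomal protein genes in Δsds3 were higher in 78 of 137 cases and lower in 3 at stationary phase, and when adjusted over the list alone as well, with a median of 0.73 (two-sided Fisher exact test, adjusted p = 3.9e-11). At diauxic shift 0 of them were called in either direction (24 higher and 0 lower at an unadjusted p under 0.05), and the median was 0.67, 0.34 without library A of wild type or library B of Δsds3, and 1.02 without library B of wild type. The tRNA ligases were higher in Δsds3 in 13 of 18 cases and lower in 1 at stationary phase, also when adjusted over the list alone, with a median of 0.75 and an adjusted p of 0.0018.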

Xbp1 and Tup1 overlap in their repression of transmembrane transport genes and sugar metabolism. However, Xbp1 and Sds3 strongly repress cell cycle genes, which are unaffected by Tup1.

Histone deacetylation is strongly associated with transcriptional repression in quiescence [40] and we demonstrated the importance of Tup1, Xbp1, and Sds3 to facilitate histone deacetylation. Whether or not histone deacetylation is the main driving force of transcriptional repression is up for debate. We are only able to detect changes in histone deacetylation three days into stationary phase, which raises the possibility that histone deacetylation is not the main driving force in repressing transcription. However, recent findings demonstrate that the acetylome can change within 5 minutes of glucose depletion, so perhaps changes in the acetylome during diauxic shift are too subtle for us to detect [56,57]. We know that Tup1 and Rpd3 have repressive activities outside of histone deacetylation [15] but it is difficult to decipher which mechanism is employed to repress targets. Overall, there is a strong correlation between genes that are repressed and those that lose their acetyl histone marks.

Tup1 and Isw2 both coordinately regulate nucleosome positions in the promoter regions of HXT family genes. Our RNA-Seq dataset revealed that these genes are also repressed by Tup1 and Isw2, suggesting that repositioning of nucleosomes by Isw2 and Tup1 at these genes leads to repression. 

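HXT13 (YEL069C, chromosome V from 21537 to 23231) had the largest change of the HXT genes the paper names in Δtup1 at both phases and in Δisw2 at stationary phase. In Δisw2 at diauxic shift HXT9 changed more, with a log2 fold change of -1.68 (adjusted p = 0.375, limma with Benjamini-Hochberg adjustment) against 1.58 for HXT13 (adjusted p = 0.319). In Δtup1 at diauxic shift it rose from 90.6 ± 11.1 to 66324 ± 4837 normalized counts (SD, n = 2), a log2 fold change of 9.50 (standard error 0.30, adjusted p = 9.6e-16, limma with Benjamini-Hochberg adjustment). At stationary phase its log2 fold change in Δtup1 was 7.66 (adjusted p = 5.9e-09, same test), and the difference of -1.84 between the phases had an adjusted p of 0.0099 in limma's interaction term. In Δisw2 at stationary phase it rose from 87.9 ± 22.3 to 531 ± 46.2 normalized counts (SD, n = 2), a log2 fold change of 2.60 (standard error 0.21, adjusted p = 2.3e-04, and from 3.7e-20 to 0.0142 over the alternatives). It was the only one of 7 HXT genes called in Δisw2, where 3 were higher and 1 lower when adjusted over the list alone. At diauxic shift in Δisw2, 0 were called (1 higher and 1 lower at an unadjusted p under 0.05, and also when adjusted over the list alone). About its reads, 45.1% of its 37-base stretches also occur elsewhere in the genome, and the share is 95.8% for HXT15, 95.6% for HXT16, 74.5% for HXT11 and 68.3% for HXT9. In Δtup1, HXT3 (YDR345C, chromosome IV from 1162957 to 1164660) rose by 4.53 at diauxic shift and 3.98 at stationary phase. HXT1 (YHR094C, chromosome VIII from 290913 to 292625) rose by 2.99 and 3.10, HXT8 (YJL214W, chromosome X from 26887 to 28596) by 2.07 and 2.41, and HXT15 (YDL245C, chromosome IV from 11657 to 13360) by 7.71 and 6.07. HXT16 (YJR158W, chromosome X from 732440 to 734143) had 0 reads in wild type and was at least 7.70-fold higher in Δtup1 at diauxic shift. The log2 fold change of HXT11 (YOL156W, chromosome XV from 25273 to 26976) in Δtup1 was 0.53 at diauxic shift (adjusted p = 0.346), from 0.02 without library A of wild type to 1.05 without its library B, and -1.25 at stationary phase (adjusted p = 0.0127, and from 0.0063 to 0.146 over the alternatives). HXT9 (YJL219W, chromosome X from 19497 to 21200) was not called in either deletion, and in Δisw2 at stationary phase its log2 fold change was -2.11 (adjusted p = 0.0616, and from 0.0056 to 0.876 over the alternatives). Of the 8 HXT genes the paper names, 6 were higher in Δtup1 at diauxic shift (6 adjusted over the list alone, two-sided Fisher exact test, adjusted p = 0.0024), and of 7 tested at stationary phase 5 were higher and 1 lower, with the same numbers when adjusted over the list alone. In Δisw2 at stationary phase, HXT3 had a log2 fold change of 0.98 (adjusted p = 0.0851, and from 0.0080 to 1 over the alternatives) and HXT1 one of 0.88 (adjusted p = 0.26). Without library A of wild type these were 0.62 and 0.46, and without library A of Δisw2 0.65 and 0.49. From repression of the HXT genes by Tup1 and Isw2, the paper proposes that the repositioning of nucleosomes at these genes leads to their repression.

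**Figure D4:**
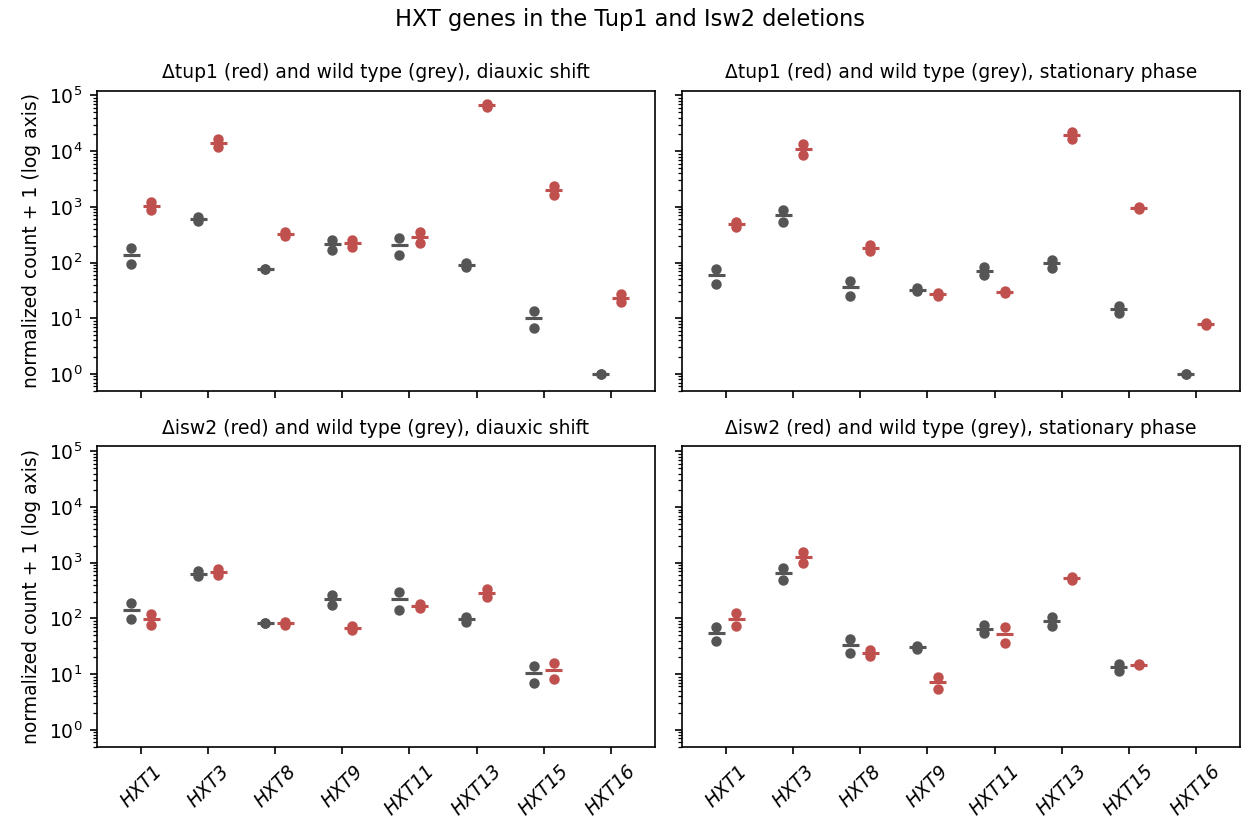
Normalized counts plus 1 (y axis, log scale) of the HXT genes in wild type (grey) and in Δtup1 or Δisw2 (red) at each phase, with a dot for each library and a line at the mean. HXT16 is not in the Δisw2 tables. HXT13 is the gene with the widest gap between deletion and wild type in the Δisw2 panel for stationary phase.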

Interestingly, these are the only genes in which both Tup1 and Isw2 affect nucleosome positions; deletion of Tup1 has little effect on the positions of nucleosomes at any other genes. We see a greater number of nucleosomes that are affected by Isw2 in genes involved in DNA repair pathways, glucose transport, and cell cycle process. We found that in a Sds3 knockout, cells form peanut shapes, indicative of a cell attempting to divide but ultimately failing to complete the process. Sds3 regulates many cell cycle genes, and it seems likely that failure to repress key cell cycle genes leads to the incomplete cell divisions we observed.

The multiple DAPI puncta observed in Tup1 knockout cells warrant further investigation. One possibility is that these cells have multiple nuclei or fragments of nuclei, which could be the result of a failure to properly segregate chromosomes during mitosis. Another possibility is these puncta are fragments of a broken-down nucleus, which is the result of cell cycle dysregulation. In any case, the observation highlights the importance of Tup1 in regulating the exit from the cell cycle. Taken together these results indicate that Tup1 is critical for gene repression in the exit from the cell cycle and establishment of quiescence.

It has been demonstrated that the Tup1 homologue GRG5 is critical for embryonic stem cell fate decisions in mice [58]. Additionally, TLE1 is associated with many cancers in humans, including synovial carcinoma, lung cancer, breast cancer, glioblastoma, gastric cancer, and pancreatic cancer [38]. This indicates a role of Tup1/Groucho/TLE family proteins in determining cell fate in higher eukaryotes. Perhaps a conserved role of Tup1 family proteins is to regulate entry and exit from the cell cycle, which may explain why dysregulation of Groucho of TLE in higher eukaryotes leads to cancer.

## Materials and methods

### Generation of deletion strains

All yeast strains were generated from the parent strain *S*. *cerevisiae* W303 RAD5+ (ATCC 208352). Null mutants were generated by replacing the gene of interest with antibiotic resistance markers amplified from pAG vectors [59]. FLAG- and Myc- tagged strains were made from a pFA6a vector containing their respective sequences. We then inserted the tags through homologous recombination of PCR products using selectable drug markers [59].

### Growth conditions

*S*. *cerevisiae* W303 cultures were streaked from glycerol stocks onto yeast extract peptone dextrose (YPD) plates and grown at 30° C. Individual colonies were picked and used to inoculate 25 mL YPD with shaking at 30° C. These cultures were grown to an O.D. of 0.6 to 0.8 for log phase cultures. Diauxic shift cultures were obtained by monitoring glucose levels with glucose test strips (Precision Laboratories). Cells were harvested two hours after there was no detectable glucose. Stationary phase cultures were prepared by growing yeast for three days in YPD medium.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed as previously described [60]. 100 OD-mL of cells were crosslinked in 1% formaldehyde for 20 minutes at 30° C. Cells were then quenched with a final concentration of 125 mM glycine, pelleted, and frozen at -80° C. Cells were lysed in a Bead Beater (Biospec) for two minutes with acid- washed glass beads, diameter *4*25–600 m (Sigma Aldrich) in the presence of protease inhibitors (Proteoloc Protease Inhibitor Cocktail, Expedeon) and then sheared in a Bioruptor sonicator for a total of 30 min (high output 30 sec on 30 sec off for 10 minutes 3x) and then centrifuged. The sheared chromatin supernatant was incubated with antibodies bound to G protein beads (Invitrogen). The crosslinks were reversed, overnight at 65° C and the sample was treated with 20 g RNase A for two hours at 45° C and 100 g Proteinase K for *4* hours at 55° C, and then purified using Qiagen MinElute columns. DNA samples were quantified using a Qubit fluorescence assay and libraries were prepared using a NuGEN Ovation Ultralow kit. Sequencing was performed by the University of Oregon Genomics and Cell Characterization Core Facility on an Illumina NextSeq500 on the 37 cycle, paired-end setting, yielding approximately 10–20 million paired- end reads per sample.

### RNA extraction

Cells were removed from -80° C and ground with a mortar and pestle in liquid nitrogen. RNA was extracted using hot acid-phenol [61] and cleaned up using the RNeasy kit (Qiagen). Libraries were prepared using the NuGEN Universal Plus mRNA kit. Sequencing was performed by University of Oregon Genomics and Cell Characterization Core Facility on an Illumina NextSeq500 with 37 cycles of paired-end setting. Paired end reads were filtered and aligned to the *S*. *cerevisiae* sacSer3 genome using bowtie2 [62]. Differential expression analysis was performed using DESeq2 [63].

### Micrococcal nuclease digestion

We utilized our rapid MNase protocol [64]. In short, cross-linked cells were permeabilized by zymolyase digestion then treated with MNase and Exonuclease III. Next, the samples were treated with RNaseA and Proteinase K and purified using the Qiagen MinElute PCR Cleanup kit.

### DAPI staining and fluorescence microscopy

Staining and microscopy was performed as described by [52]. Cells were fixed in 3.7% formaldehyde for 20 min at 4° C in 0.1 M KPO4 pH 6.4 buffer. Cells were washed twice in sorbitol citrate (1.2 M sorbitol, 100 mM K2HPO4, 36.4 mM citric acid) and incubated with 2.5 μg of Zymolyase for 30 minutes. Cells were added to polytetrafluoroethylene (PFTE) slides with 0.1% polylysine then washed with ice cold methanol and acetone. Next 5 μL of DAPI mount (0.1 μg/ml DAPI, 9.25 mM p-phenylenediamine, dissolved in PBS, and 90% glycerol) was added to the well. Images were taken on a Zeiss LSM 880 confocal microscope with Airyscan. Images were analyzed and processed using Imaris software (Oxford Instruments). Two biological replicates were used for each strain.

### Computational analysis

All alignments were performed using Bowtie2 [62]. Further analysis was performed using deepTools including generation of heatmaps [65]. For ChIP, data was normalized to RPKM and gene tracks were visualized using Integrated Genome Browser [66]. Peak picking from ChIP data was performed using MACS2 [50]. Venn diagrams were generated using euler.com [67]. Motif analysis was performed using SEA in MEME-suite [47]. Gene ontology was performed using Gorilla [68]. We chose the two unranked lists option with our target set being genes that were present in our peak calling or genes that were differentially expressed in our RNA-seq datasets. Our background set included all transcripts that were detected in RNA-seq. Additionally we chose all enriched GO terms.

## Supporting information

S1 Fig Deletion of Tup1 causes clumping of yeast cells. WT (left) and Δtup1 (right) yeast grown to log phase in YPD.
(TIF) Click here for additional data file.

S2 Fig Rpd3, Xbp1, and Tup1 Colocalize in Glucose-Starved Yeast. (A) Integrated Genome Browser (IGB) tracks representative of ChIP-Seq for Rpd3-Myc in quiescent cells (Q cells), Xbp1-FLAG in stationary phase (3 day), and Tup1-Myc in stationary phase (3 day). Rpd3-Myc data is from McKnight, Boerma et al. 2015. (B) Venn diagram comparing peaks from Rpd3-Myc ChIP of purified Q cells and Tup1-Myc ChIP of 3-day cultures. (C) Integrated Genome Browser (IGB) tracks representative of ChIP-Seq in stationary phase (3 day) for Xbp1-FLAG, Tup1-Myc, and Tup1-Myc in a Δxbp1 background.
(TIF) Click here for additional data file.

S1 Table Motif Analysis of Tup1 ChIP in Stationary Phase (3 day). TP = The number of primary sequences matching the motif / the number of primary sequences (the percentage of primary sequences matching the motif) TP% = The percentage of primary sequences matching the motif with scores greater than or equal to the optimal match score threshold FP = The number of control sequences matching the motif / the number of primary sequences (the percentage of control sequences matching the motif) FP% = The percentage of control sequences matching the motif with scores greater than or equal to the optimal match score threshold ENR_RATIO = The relative enrichment ration of the motif in the primary vs. control sequences, defined as Ratio = ((TP+1)/(NPOS+1)) / ((FP+1)/(NNEG+1)), where NPOS is the number of primary sequences in the input, and NNEG is the number of control sequences in the input SCORE_THR = The match score threshold giving the optimal p-value. This is the score threshold used by SEA to determine the values of “TP” and “FP”
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

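RNA-Seq libraries were available for wild type yeast and for strains lacking Tup1, Sds3, Xbp1 or Isw2, each at diauxic shift (2 hours after glucose was no longer detectable) and at stationary phase (3 days of growth). There were 10 groups of 2 libraries, 20 libraries in all. The authors prepared poly-A selected libraries, filtered the paired reads and aligned them to sacCer3 with bowtie2, and compared each deletion with wild type in DESeq2. The program and annotation used for counting are not named in the paper's text. They deposited 8 tables, 1 for each deletion and phase.

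As deposited, each table holds the signal of every gene in its 4 libraries, which the authors made by dividing read counts by the DESeq2 size factor of the library. It also holds the authors' log2 fold change and its standard error, computed by DESeq2, the Wald score (the log2 fold change divided by that error, per the file headers), and the authors' p-value and adjusted p-value from DESeq2. The authors' results were not used for the tests reported here. Each column of normalized counts was found to be made of whole multiples of a single step, and division by that step gave whole numbers for 100% of values, taken as the reads. For library B of the Xbp1 deletion at diauxic shift the step is close to 1, so that the normalized and the recovered counts are nearly equal. The wild type reads recovered from the tables of a phase were identical, with 0 genes differing among 6812 genes at diauxic shift and 6761 at stationary phase. Libraries were assigned to groups from the strain numbers in the column names and the position of the columns. The sample titles number the replicates of each group 1 and 2, and the column names end in 1 and 2 at diauxic shift and in 1 and 3 at stationary phase. The ending was taken as the number of the replicate, with library A ending in 1. At stationary phase, library B of each deletion carries a strain number different from that of library A, while wild type carries the same number in both.

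Reads on genes per library ranged from 20963633 to 32558227 at diauxic shift, with a median of 28618865, and from 2543155 to 28421881 at stationary phase. Library A of each group at stationary phase had between 9994448 and 28421881 reads and library B between 2543155 and 4424289. The precision of a fold change is limited by the number of libraries and, for genes with few reads, by library B at stationary phase. A library with at most 3 reads on a gene was treated as being at the floor, and a fold against a group at the floor is given as a lower bound against 3 reads.

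Every deletion was compared with wild type within its phase with limma 3.58.1 in R 4.3.3, on the log2 of the normalized count plus 1, with a mean-variance trend in the empirical Bayes step. Genes with too few recovered reads were left out with filterByExpr of edgeR 4.0.16. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1.5-fold. With 2 libraries per group no exact test on a single gene can reach a p-value under 0.05, so p-values for genes come from limma's model over all genes. Differences between the phases of a deletion were tested with limma's interaction term. Overlaps of higher genes used a one-sided exact hypergeometric test over the genes tested in both tables. Since all deletions of a phase share the wild type libraries, overlaps were also computed in 50 simulated experiments, with unchanged mutants and with the changes of each deletion shuffled over genes. With shuffled changes, fewer genes were called higher than in the data for Δtup1 and Δsds3 at both phases. This also held for Δxbp1 and Δisw2 at stationary phase, so those overlaps are not at equal numbers.

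The lists of genes were 23 in number. Some stood for groups that the paper names from its gene ontology analysis, since no ontology tables were at hand. Others held genes that the paper names or deletes, or partners of those factors. The synaptonemal complex, a-specific, alpha-specific and strain marker lists stand for groups that the paper's gene ontology results do not name. Each list was tested for called genes with a two-sided Fisher exact test, adjusted over 368 tests, and its median was compared with 10000 random lists matched on expression in 20 bins. The smallest p-value these lists can give is 0.0002. The lists, thresholds, tests, comparisons and alternatives that were not added later were fixed before the data were examined. A further list of early meiotic genes was made after the results were seen. Genes named in the text are mainly those the paper names in connection with expression, and for each comparison the 3 largest rises and the 3 largest falls among called genes with a mean normalized count of at least 50 and no overlap between the groups. Other genes are named as members of a list or of an overlap, some of them after their values were seen. Reads shared between paralogs were gauged by the share of 37-base stretches of a gene that occur elsewhere in the genome.

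The alternatives were a 2-fold threshold, no fold threshold, an adjusted p-value under 0.01, an unadjusted p-value, no filter on low counts, a mean normalized count of at least 50, a test against a 1.5-fold change, ribosomal protein genes left out, edgeR on recovered reads, all groups of a phase in the same fit, another background for overlaps, the number of the replicate as a block, centring on the median gene, random lists for the list tests, and each library left out in turn. Added after seeing the data were DESeq2 1.42.0 on recovered reads, limma without a trend, pseudocounts of 0.5 and 10, and the depth of the library as a term in limma or edgeR. Ranges of adjusted p-values over the alternatives include the test against a 1.5-fold change, which asks more than whether a gene changed. Data were also simulated with the dispersion of each table and 200 genes changed at least 2-fold. The changed genes had a wild type mean of at least 50 normalized counts. In these data limma called between 43.5% and 98.5% of the changed genes and between 1 and 14 unchanged genes, with 0 in the wrong direction. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No analysis was made of the ChIP-Seq, MNase-Seq or microscopy results, or of the published screen that the paper compares with, as no data for them were among the tables used here.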

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

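A result appears here for either of these reasons. The response to a deletion differed between the phases in a test of the difference itself, or the signal lies in genes or pairs of deletions that the paper's text does not discuss. Chosen only after the result was seen were the tests of shared wild type libraries and of TMM scaling for Δxbp1, of the contrasts in which wild type cancels and of the spread at diauxic shift for Δtup1, and of early meiotic genes.

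The response to the loss of Tup1 differed between diauxic shift and stationary phase for 584 of 6029 genes (limma's interaction term with Benjamini-Hochberg adjustment, difference of at least 1.5-fold), with 232 differences above 0 and 352 below it. At an unadjusted p under 0.05 the number was 1704. Among the 584 are all 27 genes that were called in opposite directions at the phases, 19 of them higher at diauxic shift and lower at stationary phase. Of the 2085 genes called only at stationary phase, 387 passed the test of the difference, so most of these are not shown to respond differently. The same test gave 5 of 6179 genes for Sds3 (580 unadjusted), 43 of 5956 for Xbp1 (894 unadjusted) and 0 of 5946 for Isw2 (236 unadjusted). In limma without a mean-variance trend the numbers for Sds3 and Xbp1 were 0 and 1. The test for Sds3 includes the Δsds3 libraries at diauxic shift, which were at least 2-fold apart for 36.9% of genes. That spread limits what it can detect, so the low number does not show a smaller dependence on phase than for Tup1. Library B of every group at stationary phase is shallow, so depth and phase go together in these counts. No technical explanation was tested for the counts themselves, and the phase, which the design names, stays open as an explanation. The counts are of single genes, and some lists differed between the phases in the other deletions too. In Δisw2 the median differences that passed were 0.61 for ribosome biogenesis, 0.24 for amino acid permeases, 0.23 for cell cycle, 0.22 for tRNA ligases, 0.17 for cell wall and -0.17 for ribosomal proteins (permutation over random lists of similar expression, adjusted p from 0.0023 to 0.039).

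The ribosomal protein genes went in opposite directions at the phases of Δtup1, with a median log2 fold change of 0.66 at diauxic shift and -0.35 at stationary phase. The median difference was -1.06 (permutation over 10000 random lists of similar expression, adjusted p = 0.0023 over 92 tests, from p = 0.0002, the smallest these lists can give). Single libraries moved the medians but not their signs. At diauxic shift the median was 0.30 without library A of wild type, 0.35 without library A of Δtup1 and 0.96 without library B of wild type. At stationary phase it was -0.16 without library A of wild type and -0.19 without library B of Δtup1. Reads shared between near-identical copies do not explain the difference, which was -1.07 over the 40 genes without a shared 37-base stretch. Nor does depth, since at stationary phase the median was -0.37 between the deep libraries and -0.31 between the shallow ones. Other explanations stay open. The deletions share the wild type libraries of a phase, and the difference was -1.23 in Δxbp1, -0.17 in Δisw2 and -0.079 in Δsds3. In contrasts from which wild type drops out, Δtup1 differed from Δsds3 by -1.02 (from -1.36 to -0.62 with each library left out in turn) and from Δisw2 by -0.85 (from -1.15 to -0.55). Against Δxbp1 the contrast was 0.16 (from -0.11 to 0.43). At diauxic shift the pairs of libraries gave medians of 0.036 and 1.28. A response that depends on the phase, the shared wild type libraries and the spread at diauxic shift therefore cannot be told apart for these genes.

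Ribosomal protein genes were also lower in Δxbp1 at stationary phase, which the paper's text does not discuss. The median log2 fold change over 137 genes was -1.32, between -1.50 and -1.13 with each library left out in turn, and 126 genes were called lower. The lowest median in another deletion, which uses the same wild type libraries, was -0.35 in Δtup1 (from -0.52 without library B of wild type to -0.16 without its library A), so those libraries do not account for the shift. The deep libraries alone gave -1.47 and the shallow ones -1.17, against an effect of depth. Over the 40 genes without shared 37-base stretches the median was -1.35, against an effect of reads shared between copies. The lowest median of 10000 random lists of other genes matched on length and expression was -0.29, against an effect of short genes. Under TMM scaling the median was -1.33, against an effect of scaling. A candidate explanation is that Xbp1 affects these genes at stationary phase, but this is a hypothesis that was found and tested on the same libraries. Whether the cultures had reached the same stage was not tested.

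Of the 72 genes higher in Δisw2 at stationary phase, 47 (65.3%) were also higher in Δsds3, against 19.7 by chance over 5953 genes (one-sided exact hypergeometric test, p = 1.7e-11). At 13 other settings, chosen after seeing the data, the share was between 57.1% and 82.6% and the p between 2.3e-42 and 0.015 (same exact test). Another 14 genes were called in opposite directions. The paper's text does not compare this pair of deletions. With the changes of each deletion shuffled over genes and shared wild type libraries, the largest overlap in 50 draws was 29. The medians of higher genes in those draws were 67 in Δisw2 and 1526 in Δsds3, against 72 and 1631 observed. The draws are thus near the observed numbers but not equal to them, and the shared libraries do not account for all of the overlap. The genes PHO92, SAE3, DMC1, HOP2 and SLZ1, which have roles in meiosis, are among the 47. The derepression of early meiotic genes in both deletions was examined with a list made after the results were seen, which leaves these out. In Δisw2, 0 of its 22 tested genes were called higher at stationary phase (2 at an unadjusted p under 0.05, two-sided Fisher exact test, p = 1). Since the meiotic genes that rose are not in the list, this does not decide whether such a derepression explains part of the overlap, and it stays open. The 5 genes were named after their values were seen.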

How the results depend on the processing

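The tests chosen only after the results were seen are DESeq2 on recovered reads, limma without a trend, pseudocounts of 0.5 and 10, and the depth of the library as a term in limma or edgeR. The counts of called genes, the shares of higher genes, the overlaps planned beforehand, the lists and the named genes were recomputed with one choice changed at a time, and so, at fewer settings, were the counts of genes that differ between the phases. The differences of lists between the phases, the list of early meiotic genes and the explanations tested were not recomputed in this way. The overlap of 47 genes between Isw2 and Sds3 at stationary phase was recomputed at 13 settings, a choice made after seeing the data, and is not in the numbers below. It was 27 with a 2-fold threshold, 16 with an adjusted p under 0.01, 159 with an unadjusted p, 4 with a test against a 1.5-fold change, 25 with all groups in the same fit and 19 without a trend, and otherwise within 1.5 times its value. The share of the genes higher in Δisw2 stayed between 57.1% and 82.6%, and the overlap was above chance at all 13. A count of genes was taken as unchanged within 1.5 times its value and a share within its 95% interval. By this measure, 328 values of the counts of called genes, the shares of higher genes and the numbers of genes in overlaps were unchanged and 120 moved. These 120 are given below by setting. The cause was not tested for any of them. None of these moved without a fold threshold, without a filter on low counts, with a mean normalized count of at least 50, with a pseudocount of 0.5 or with another background for the overlaps. Changes in the direction of a gene are given at the end. The direction of a list's median was taken as changed only where both values were beyond 0.1 and beyond the spread between the deletion libraries, which was so for 1 median, also given at the end. Without that limit, 60 of 184 medians changed sign with some library left out and 9 at another setting. They include ribosomal proteins in Δisw2 at diauxic shift (from -0.23 to 0.48) and at stationary phase (from -0.22 to 0.099) and in Δxbp1 at diauxic shift (from -0.41 to 0.26). Of the other values, for single genes, lists and the shares of overlaps, 403 moved, 31 no longer passed the threshold, 16 passed it newly and 3348 were unchanged. The shares of overlaps left their interval in 27 of these cases. For the genes higher in Δtup1 at diauxic shift that were also higher at stationary phase, the share of 70.4% was 60.8% with a 2-fold threshold. It was 64.1% with an unadjusted p and 82.9% with all groups in the same fit. The same share for Δsds3, 96.7%, lay between 80.7% and 90% at the settings where it moved. For the genes higher in Δsds3 that were also higher in Δtup1, the share of 39.7% at diauxic shift was 16.7% with all groups in the same fit and 50% without a trend. At stationary phase the share of 40.8% was 28.1% with a test against a 1.5-fold change, 32.1% with an adjusted p under 0.01, 35.5% with a 2-fold threshold and 38.2% without a filter. For the genes higher in Δxbp1 that were also higher in Δtup1, the share of 70.4% at diauxic shift was 45.5% with an unadjusted p, 41.6% with the replicate block, 45.0% in DESeq2 and 100% with an adjusted p under 0.01 or a test against a 1.5-fold change. The share of 50.1% at stationary phase was 42.8% with a 2-fold threshold, 40.0% with an adjusted p under 0.01 and 37.6% with a test against a 1.5-fold change. The share of Δxbp1 with Δsds3 at diauxic shift, 29.6%, was 0% at the last 2 of these settings. The share of Δisw2 with Δtup1 at stationary phase, 43.7%, was 28.6% with a test against a 1.5-fold change. With all groups in the same fit it was 55.6%, and at diauxic shift 50% in place of 0%.

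With a 2-fold threshold, the called genes at stationary phase numbered 1906 for Tup1, 2000 for Sds3, 635 for Xbp1 and 61 for Isw2. The share of higher genes was 73.6% for Tup1 at diauxic shift and 56.5% for Sds3 at stationary phase. The genes higher in both deletions at stationary phase were 382 for Sds3 and Tup1, 145 for Xbp1 and Tup1, 202 for Xbp1 and Sds3 and 18 for Isw2 and Tup1.

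With an adjusted p under 0.01, the called genes at diauxic shift numbered 688 for Tup1 (79.4% higher), 2 for Sds3 (0% higher), 2 for Xbp1 (50% higher) and 1 for Isw2 (0% higher). At stationary phase 53.7% of the genes called for Tup1 were higher, and 28 genes were called for Isw2, 75% of them higher. Genes higher at both phases were 368 for Tup1 and 0 for Sds3. Overlaps at diauxic shift were 0 for Sds3 and Tup1, 1 for Xbp1 and Tup1 and 0 for Xbp1 and Sds3. Those at stationary phase were 211 for Xbp1 and Tup1 and 7 for Isw2 and Tup1. With an unadjusted p under 0.05 in its place, the called genes at diauxic shift were 2100 for Tup1 (60.2% higher), 1487 for Sds3 (54.3% higher), 387 for Xbp1 and 220 for Isw2. At stationary phase 416 were called for Isw2. Genes higher at both phases were then 653 for Sds3. Overlaps at diauxic shift were 301 for Sds3 and Tup1, 147 for Xbp1 and Tup1, 132 for Xbp1 and Sds3 and 31 for Isw2 and Tup1. At stationary phase Isw2 and Tup1 shared 118.

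With a test against a 1.5-fold change, the called genes at diauxic shift were 419 for Tup1 (84.7% higher), 30 for Sds3 and 2 for Xbp1 (50% higher). At stationary phase they were 1337 for Tup1 (55.5% higher), 1832 for Sds3 (54.6% higher), 340 for Xbp1 (55.6% higher) and 8 for Isw2 (87.5% higher). Of the genes higher at both phases, 240 were found for Tup1 and 18 for Sds3. Overlaps at diauxic shift were 7 for Sds3 and Tup1, 1 for Xbp1 and Tup1 and 0 for Xbp1 and Sds3 (132 at an unadjusted p under 0.05). At stationary phase they were 273, 71 and 112 for the same pairs and 2 for Isw2 and Tup1. The tests of lists with an adjusted p under 0.05 fell from 34 to 22, and a comparison of medians with random lists gave 52.

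With all groups of a phase in the same fit, which shares the variance between them, the called genes at diauxic shift were 509 for Tup1 (78.8% higher), 1527 for Sds3 (55.5% higher) and 1 for Xbp1 (0% higher). For Isw2, 28.6% of those called at diauxic shift were higher, and 62 genes were called at stationary phase. Tup1 had 3.2e+02 genes that were higher at both phases, and Sds3 had 668. Overlaps at diauxic shift were 142 for Sds3 and Tup1, 0 for Xbp1 and Tup1 (147 at an unadjusted p under 0.05 in separate fits), 0 for Xbp1 and Sds3 (132) and 1 for Isw2 and Tup1. Isw2 and Tup1 shared 20 at stationary phase. In edgeR on recovered reads the share of higher genes was 65.9% for Tup1 at diauxic shift, 76.7% for Sds3 at diauxic shift and 54.1% for Sds3 at stationary phase. Without ribosomal protein genes, 56.7% of the genes called for Xbp1 at stationary phase were higher.

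In DESeq2 on recovered reads, the called genes at diauxic shift were 810 for Sds3, 139 for Xbp1 and 33 for Isw2. Genes higher at both phases were 438 for Sds3. Overlaps at diauxic shift were 168 for Sds3 and Tup1, 59 for Xbp1 and Tup1, 50 for Xbp1 and Sds3 and 5 for Isw2 and Tup1. In limma without a trend, 72.5% of the genes called for Tup1 at diauxic shift were higher, and the called genes were 117 for Sds3 and 1 for Xbp1 (0% higher) at diauxic shift and 41 for Isw2 at stationary phase. For Sds3, 73 genes were higher at both phases. Overlaps were 0 for Xbp1 with Tup1 and 0 with Sds3 at diauxic shift (147 and 132 at an unadjusted p under 0.05 with the trend), and 8 for Isw2 and Tup1 at stationary phase. The responses that differed between the phases fell to 0 for Sds3 (580 at an unadjusted p under 0.05 with the trend) and 1 for Xbp1. With a pseudocount of 10, Isw2 and Tup1 shared 1 higher gene at diauxic shift. With depth as a term, limma called 297 genes for Isw2 at stationary phase, and 87 higher genes were shared with Tup1. In edgeR with depth as a term these numbers were 282 and 76, and 54.0% of the genes called for Sds3 at stationary phase were higher.

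The samples of each group carry replicate numbers, and a fit with the number as a replicate block was made. Neither the paper nor the labels say what a number marks, and there are only 2 per group. The check of the pairing compared the difference between the libraries of a group across groups. At diauxic shift, over 6190 genes, the correlation with wild type was -0.04 for Δtup1, 0.27 for Δsds3, 0.47 for Δxbp1 and 0.58 for Δisw2, and between deletions it ranged from -0.16 (Δtup1 and Δsds3) to 0.68 (Δxbp1 and Δisw2). At stationary phase, over 5916 genes, all 10 correlations were above 0, from 0.13 to 0.43. Libraries with the same number thus differ together at stationary phase, and at diauxic shift in all groups but Δtup1. With 2 numbers per group and no statement of what they mark, these correlations do not establish pairs, and the numbers were not used as a block in the main comparisons. At stationary phase the numbers divide the libraries into deep and shallow, so the block is the same fit as the one with depth as a term. With the replicate block, the called genes at diauxic shift were 997 for Sds3 (53.7% higher), 162 for Xbp1 and 135 for Isw2, against 177, 29 and 6 without it, and at stationary phase 297 for Isw2. For Sds3, 459 genes were higher at both phases. Overlaps at diauxic shift were 184 for Sds3 and Tup1, 64 for Xbp1 and Tup1, 55 for Xbp1 and Sds3 and 19 for Isw2 and Tup1, and 87 at stationary phase for Isw2 and Tup1. The counts for Tup1 were 1221 and 3122.

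Leaving out a library leaves a single library in its group, so no test was made. The counts, shares and overlaps have no such values, and fold changes and medians are given alone. With each of the 4 libraries left out in turn, the median of beta-oxidation genes in Δisw2 at diauxic shift ranged from -0.11 (without library A of wild type) to 0.38. In Δtup1 at diauxic shift, HXT9 ranged from -0.21 (without library A of wild type, and -0.14 without library A of Δtup1) to 0.39, FPS1 from -0.066 (without library B of Δtup1) to 0.44, and MIG1 from -0.23 (without library B of Δtup1) to 0.59. In Δisw2 at diauxic shift, HXT3 ranged from -0.052 (without library B of Δisw2, and -0.03 without library A of wild type) to 0.29, and HXT8 from -0.10 to 0.10 (without library B of Δisw2). HXT11 ranged from -0.82 to 0.23 (without library B of wild type), and HXT15 from -0.33 (without library A of wild type, and -0.27 without library B of Δisw2) to 0.73. In Δisw2 at stationary phase, HXT8 ranged from -0.82 to 0.018 (without library B of wild type), HXT11 from -0.82 to 0.14 (without library A of Δisw2) and HXT15 from -0.076 (without library A of wild type) to 0.36. In Δsds3 at diauxic shift, AFR1 ranged from -0.0072 (without library A of Δsds3) to 0.28 and PEA2 from -1.04 (without library A of Δsds3, and -0.01 without library A of wild type) to 1.24. SPA2 ranged from -2.04 to 1.31 (without library B of Δsds3). Of these genes, SPA2 also changed sign in edgeR (0.49) and DESeq2 (0.43), and HXT8 in Δisw2 at diauxic shift, whose value was close to 0, in the fit with all groups (0.0065).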

Differences from the paper's values

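All values are of the same kind as the paper's, but the threshold need not be the same. Genes were called here on adjusted p-values, while the paper's volcano plots label their axis as the p-value. The p-values of overlaps were compared on the -log10 scale. The alternatives meant here are those set before the data were examined, apart from each library left out, which gives no counts. In the Tup1 deletion at diauxic shift, 1264 genes were differentially expressed against the paper's 2102. With an unadjusted p under 0.05 the number was 2100, and none of the other alternatives brought it within 1.5 times the paper's. In the Sds3 deletion at diauxic shift the number was 177 against the paper's 1680. It was 1487 with an unadjusted p and 1527 with all groups of the phase in the same fit, and no other alternative closed the gap. The genes repressed by Sds3 at both phases numbered 117 against the paper's 734, with 653 and 668 under the same alternatives and with the gap left open under the others. For the overlap of Sds3 and Tup1 repressed genes at diauxic shift the p was 1.9e-12 (one-sided exact hypergeometric test) against the paper's 5.5e-42. It was 6.8e-42 with unadjusted p-values, 3.3e-32 with all groups in the same fit and 3.5e-44 with the number of the replicate as a block, and no other alternative closed the gap.

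In the Xbp1 deletion at diauxic shift, 29 genes were differentially expressed against the paper's 528, and 387 with an unadjusted p. The genes repressed by both Xbp1 and Tup1 at diauxic shift were 19 against the paper's 150 (147 with unadjusted p-values), with a p of 1.8e-11 (exact hypergeometric test) against the paper's 3.8e-28 (1.6e-27 with unadjusted p-values). Those repressed by both Xbp1 and Sds3 were 8 against the paper's 153 (132 with unadjusted p-values), with a p of 1.4e-08 (same exact test) against the paper's 4.8e-45 (1.3e-42 with unadjusted p-values). Isw2 repressed 4 genes at diauxic shift against the paper's 106, and 97 with an unadjusted p. For all of these, none of the other alternatives closed the gap. At stationary phase Isw2 repressed 72 genes against the paper's 172. The number was 225 with an unadjusted p and 171 with the number of the replicate as a block, while the other alternatives left the gap. Of the genes repressed by Isw2 at diauxic shift, 0% were repressed by Tup1 against the paper's 33%. This share was 32.0% with an unadjusted p and 27.1% with the block, and the other alternatives left the gap.

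The authors' own p-values, as deposited and without adjustment, were counted together with a 1.5-fold change after the values above had been seen. They give 2114 genes for Tup1 at diauxic shift, 1678 for Sds3, 403 for Xbp1, and 108 repressed by Isw2. At stationary phase 182 genes are repressed by Isw2. The genes repressed at both phases number 791 for Tup1 and 736 for Sds3. At diauxic shift, Xbp1 shares 153 repressed genes with Tup1 and 155 with Sds3, and 33.3% of those repressed by Isw2 are repressed by Tup1. With the authors' adjusted p-values the counts at diauxic shift are 1387 for Tup1, 810 for Sds3, 139 for Xbp1 and 33 for Isw2.

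The paper states that Tup1 has no effect on cell cycle genes. In Δtup1, 0 of 35 listed cell cycle genes were higher and 4 lower at diauxic shift (1 and 9 at an unadjusted p under 0.05), and 3 of 34 were higher and 18 lower at stationary phase. The paper states that Xbp1 represses cell cycle genes and carbohydrate transport at stationary phase. In Δxbp1 at that phase, 6 of 34 cell cycle genes were higher and 1 lower, and 7 of 25 carbohydrate transporters were higher and 1 lower. Neither share of higher genes passed the test for enrichment over the other genes (two-sided Fisher exact test, adjusted p = 0.934 and 0.192). Carbohydrate transport is also among the processes the paper gives as repressed by Sds3. In Δsds3, 1 of 25 transporters was higher and 1 lower at diauxic shift, and 10 were higher and 8 lower at stationary phase. The median of the HXT family among them was 1.14 at diauxic shift and 0.57 at stationary phase (0.25 without library A of wild type). For Tup1 the paper describes ribosomal protein genes as repressed. Their median at diauxic shift was 0.66, but 1.28 between the A libraries and 0.036 between the B libraries, and 0.30 without library A of wild type and 0.35 without library A of Δtup1. At stationary phase 10 of 137 were higher and 46 lower.

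The paper states that the HXT genes named there are repressed by Tup1 and Isw2. In Δtup1, HXT9 had a log2 fold change of 0.09 at diauxic shift (adjusted p = 0.887, limma with Benjamini-Hochberg adjustment) and -0.28 at stationary phase (adjusted p = 0.578), and HXT11 had 0.53 (adjusted p = 0.346) and -1.25 (adjusted p = 0.0127). In Δisw2 at stationary phase HXT13 was called higher. The other values there were 0.88 for HXT1 (adjusted p = 0.26), 0.98 for HXT3 (0.0851), -0.40 for HXT8 (0.734), -2.11 for HXT9 (0.0616), -0.34 for HXT11 (0.737) and 0.14 for HXT15 (0.936). HXT16 is not listed in the tables of Δisw2. HXT3 passed an adjusted p of 0.05 with the number of the replicate as a block (0.98, adjusted p = 0.0119, and from 0.0080 to 1 over the alternatives). It also passed in fits chosen after seeing the values, namely DESeq2 (adjusted p = 0.0080) and edgeR with depth as a term (adjusted p = 0.0088). HXT1 passed in edgeR with depth as a term (1.18, adjusted p = 0.0287, and from 0.0287 to 1 over the alternatives), also chosen after seeing the values. HXT9 passed in the direction opposite to repression. At stationary phase it was lower with the block (-2.11, adjusted p = 0.0224, and from 0.0056 to 0.876 over the alternatives), without a filter on low counts (adjusted p = 0.0499) and in edgeR (adjusted p = 0.0284). It was also lower there in fits chosen after seeing the values, namely limma without a trend (adjusted p = 0.0400), limma with depth as a term (adjusted p = 0.0224) and edgeR with depth as a term (adjusted p = 0.0056). At diauxic shift HXT9 was lower with the block (-1.68, adjusted p = 0.0134, and from 0.0058 to 1 over the alternatives) and in DESeq2, chosen after seeing the values (adjusted p = 0.0058). At diauxic shift HXT13 passed with the block (1.58, adjusted p = 0.0082, and from 0.0035 to 1 over the alternatives) and in DESeq2, chosen after seeing the values (adjusted p = 0.0035).

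The paper names HAP1, NRG1 and MIG1 among genes that Tup1 binds and represses. At diauxic shift HAP1 had a log2 fold change of 0.27 (adjusted p = 0.583, limma with Benjamini-Hochberg adjustment) and MIG1 0.18 (adjusted p = 0.745), and at stationary phase all of them were called higher in Δtup1. The paper does not report significant regulation of AFR1, PEA2 and SPA2 by Sds3. PEA2 was higher in Δsds3 at stationary phase, with a log2 fold change of 0.70 (adjusted p = 0.0235, and from 8.1e-04 to 0.627 over the alternatives). Its log2 fold change was 0.39 without library A of Δsds3 and 1.00 without its library B.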

Other observations

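The tests chosen only after the result was seen are those of another strain and of depth for the Sds3 libraries, and those of the early meiotic genes. Where no explanation is named below, none was tested.

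The libraries of Δsds3 at diauxic shift differed from each other more than those of any other group. They were at least 2-fold apart for 2278 of 6179 genes (36.9%), against 3.67% to 6.72% in the other groups of that phase. Neither had reads on SDS3 (0 against 614 in wild type), which argues against a library of another strain. Their depths had a ratio of 1.001, closer than the 1.05 to 1.32 of the other groups, which argues against depth. If the cultures had been harvested at different stages, the difference between the libraries should follow the change of wild type from diauxic shift to stationary phase. The Pearson correlation was 0.331, below the limit of 0.5 set before the test. The slope on that change was 0.485, against values from -0.250 to 0.0310 in the other groups of the phase, which goes with a difference of stage. With this linear trend removed, the libraries were still 2-fold apart for 34.0% of genes. This argues against a stage difference along that change as the whole explanation, and such a difference as a part of it stays open. The libraries belong to the same group, so the design gives no biological explanation to test.

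Single libraries differed in other ways too. At stationary phase library B of each deletion carries a strain number different from that of its library A, and it is also the shallow library. The paper's text does not say whether these are independent isolates, so isolate and depth go together. All genes called at stationary phase had the same sign in both pairs of libraries in each comparison (2999 for Tup1, 3294 for Sds3 and 1424 for Xbp1, and those of Isw2 too). Genes on which the libraries disagree are seldom called, so this does not rule out an effect of isolate or depth.

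Synaptonemal complex genes were higher in 3 of 9 cases in Δsds3 at diauxic shift (5 when adjusted over the list alone, 6 at an unadjusted p under 0.05) and 0 were lower, with a median log2 fold change of 1.96 (two-sided Fisher exact test, adjusted p = 0.0075). At stationary phase 7 were higher and 0 lower (7 and 0 unadjusted), with a median of 0.90 (adjusted p = 0.028). In Δtup1, 0 of 9 were higher and 1 lower at diauxic shift (0 and 1 unadjusted), and 1 of 8 was higher and 4 lower at stationary phase. The list of early meiotic genes shares 7 genes with this list, so the results are not independent. It had 10 of 24 higher in Δsds3 at diauxic shift (p = 8.1e-12, two-sided Fisher exact test) and 17 of 24 at stationary phase (p = 1.3e-05, same exact test). Of its 17 genes outside the synaptonemal complex list, looked at alone after the data were seen, 7 were higher in Δsds3 at diauxic shift (p = 1.4e-08, same exact test) and 11 at stationary phase (p = 0.0015, same exact test). In Δisw2 at diauxic shift 0 of 23 were higher (4 unadjusted), but the list leaves out HOP2, SAE3, SPS2 and PHO92, which are the 4 higher genes there. The genes PHO92 and SAE3, named after their values were seen, were higher in both Δisw2 and Δsds3 at diauxic shift, out of 4 and 113 higher genes tested in both (one-sided exact hypergeometric test, p = 0.0019).

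The mating type lists changed in Δtup1 at stationary phase. Of 7 a-specific genes, 0 were higher and 5 lower (0 and 5 unadjusted), with a median of -1.39, and of 4 alpha-specific genes 0 were higher and 3 lower (0 and 3 unadjusted), with a median of -1.83. Neither share of lower genes passed (two-sided Fisher exact test, adjusted p = 0.0958 and 0.265). At diauxic shift 0 genes of either list were called (0 also unadjusted). The mating projection genes were called in 0 of 3 cases at diauxic shift (1 lower unadjusted) and 2 of 3 were lower at stationary phase, with a median of -0.62. The difference between the phases of a-specific genes had a median of -1.20 (permutation over random lists, adjusted p = 0.0276).

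Of the 10 listed partners in the complexes of these factors, 0 were higher and 2 lower in Δtup1 at diauxic shift (0 and 2 unadjusted), and 4 were higher and 1 lower at stationary phase. In Δsds3 0 were called at diauxic shift (2 higher and 1 lower unadjusted), and 3 were higher and 1 lower at stationary phase. CYC8 (YBR112C, chromosome II from 462870 to 465770), whose product the paper calls Ssn6, had a log2 fold change of 0.58 in Δtup1 at diauxic shift (adjusted p = 0.187, limma with Benjamini-Hochberg adjustment). At stationary phase it was 1.51 (adjusted p = 1.3e-04, and from 4.0e-10 to 0.0037 over the alternatives). The list of the 4 deleted genes had 1 lower gene and 0 higher in each comparison (0 also unadjusted), except for Δsds3 at stationary phase with 2 lower.

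The strain marker genes were higher in 2 of 6 cases and lower in 1 in Δtup1 at diauxic shift, with a median of 0.56, and higher in 4 and lower in 0 at stationary phase (0 lower unadjusted), with a median of 1.25. In Δxbp1 at stationary phase 3 were higher and 0 lower (0 lower unadjusted), with a median of 0.54. URA3 and HIS3, named after their values were seen, had log2 fold changes of 2.77 and 2.40 in Δtup1 at stationary phase. The log2 fold change of HIS3 was 1.54 in Δsds3 and 1.41 in Δxbp1 at that phase. For the null mutants the paper's methods name antibiotic resistance markers. No explanation of these values was tested.

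The paper gives transmembrane transport genes as repressed by both Xbp1 and Tup1, without naming amino acid permeases for Xbp1. In Δxbp1 at stationary phase, amino acid permeases were higher in 9 of 19 cases and lower in 0 (9 and 0 unadjusted), with a median of 0.56 (two-sided Fisher exact test, adjusted p = 0.0028). Beta-oxidation genes were higher in 7 of 15 cases and lower in 0 (7 and 0 unadjusted), with a median of 0.52 (adjusted p = 0.0147). In Δisw2 at stationary phase 5 of 25 cell wall genes were higher and 0 lower (5 and 1 unadjusted, adjusted p = 2.0e-04). Their median of 0.12 was 0.22 without library A of wild type and 0.02 without its library B. In Δsds3 at stationary phase 4 of 26 metal ion transporters were higher and 11 lower, with a median of -0.44. The direction of these medians was the same when centred on the median gene and in edgeR.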
